# Transcriptome profiling of liver of non-genetic low birth weight and long term health consequences

**DOI:** 10.1186/1471-2164-15-327

**Published:** 2014-05-01

**Authors:** Alberto Miranda, Angela P López-Cardona, Ricardo Laguna-Barraza, Alexandra Calle, Irene López-Vidriero, Belén Pintado, Alfonso Gutiérrez-Adán

**Keywords:** Microsomia, Epigenetic, Metabolic syndrome, Liver, Microarray

## Abstract

**Background:**

It is believed that the main factors of low prenatal growth in mammals are genetic and environmental. We used isogenic mice maintained in standard conditions to analyze how natural non-genetic microsomia (low birth weight) is produced in inbred mice and its long term effect on health. To better understand the molecular basis of non-genetic microsomia, we undertook transcriptome profiling of both male and female livers from small and normal size mice at birth.

**Results:**

Naturally occurring neonatal microsomia was defined as a gender-specific weanling weight under the 10th percentile of the colony. Birth weight variation was similar in inbred and outbred lines. Mice were phenotyped by weight, size, blood pressure, organ size, their response to a glucose challenge, and survival rates. Regardless of diet, adult mice born with microsomia showed a significantly lower body weight and size, and differences in the weight of several organs of microsomic adult mice compared to normal birth weight adults were found. After a high-fat diet, microsomic mice were less prone to obesity, showing a better glucose tolerance and lower blood pressure. Through a transcriptome analysis, we detected a different pattern of mRNA transcription in the liver at birth comparing male vs female and microsomic vs normal mice, noting some modifications in epigenetic regulatory genes in females and modifications in some growth factor genes in males. Finally, using embryo transfer of embryos of different quality and age, we identified a putative preimplantation origin of this non-genetic microsomia.

**Conclusions:**

(1) neonatal microsomia is not always a risk factor for adult metabolic syndrome, (2) neonatal non-genetic microsomia displays changes in the expression of important epigenetic genes and changes in liver mRNA transcription profile at birth, exaggerating sexual dimorphism, and (3) random preimplantation phenotypic variability could partially explain body birth weight variation in isogenic lines.

## Background

Human Intrauterine Growth Restriction (IUGR) causes a reduction of fetal growth rate and frequently derives into low birth weight [1]. Worldwide, more than 20 million children suffer this last syndrome, representing a global prevalence of 15.5%, from which 95% occurs in low and middle income countries (LMICs). Birth weight is widely accepted as a prognosis factor of fetal and neonatal health [2] but although not all low values for this feature are pathological, it is mostly associated to IUGR in LMICs [3]. As a consequence, it seems to produce a higher risk of neonatal and perinatal mortality, aging metabolic diseases and neurocognitive disorders [4-6].

In most polytocous species, each newborn in a litter will differ in size and weight. However, random variation in these measurable biological traits is not remarkably diminished by reducing genetic variation using inbred strains or reducing environmental variability through standardized husbandry in laboratory animals. It is propose that processes during early embryogenesis may cause this intangible variance [7]. In pigs, litter size, parity, age of sow and season at conception were observed to only explain 20% of within-litter variation in piglets birth weight, meanwhile factors such as embryo genotype or epigenetics that affect embryo and fetus development would be responsible of most of heterogeneity [8]. Moreover, pathological low birth weight has been correlated with a risk of metabolic syndrome (diabetes, hypertension and obesity in adulthood) [(Developmental Origins of Health and Disease (DOHaD)] [9-13] and most DOHaD studies have used birth weight as an entry criterion to explore its long term effects. However, to date there is scarce evidence to suggest that naturally (non-genetic) occurring low birth weight may have a negative long term effect, and we lack data on the subsequent characteristics developed by each sex.

In the current study, we examined natural birth weight variations in inbred mice (homozygous at every allele) to determine how a single genotype in a similar environment may give rise to different phenotypes at birth. Microsomia was concretely assessed, which is present in those individuals with weight at birth below the 10^th^ percentile of the colony. We also analyzed the mechanisms that give rise to the phenotypic changes of these naturally produced small mice and compared the transcriptional profile of the liver at birth in normal, microsomic (M) male and M female mice. Any observed phenotypic differences among these inbred mice are mostly epigenetic because, by definition, genetic variation has been eliminated and environmental changes have been reduced. Although the underlying mechanisms of fetal programing are still unknown, epigenetics has been suggested as one of the possible explanations for links observed between intrauterine risk factors and metabolic syndrome development. The mechanisms whereby an event that occurs early in life may have long term effects on the phenotype of an organism many years later are only now starting to emerge [14-17]. Understanding such processes will help to develop preventive and treatment strategies for common diseases such as type 2-diabetes or cardiovascular disease.

## Results

### Microsomic growth adaptation in newborn inbred mice

C57BL/6 N and CD-1 males and females were mated under conditions of standardized husbandry and individuals from the resulting litters were measured at birth. About 10% of the newborn animals were significantly smaller and weighed less (below the 10th percentile for the colony weanling weight) than genetically identical animals in the same litter. This suggests an intrauterine factor-driven growth alteration or the normal consequence of random phenotypic variability. No differences were detected in the mean standard deviations of birth weights recorded for 20 litters of outbred (CD1) versus inbred line (C57BL/6 N) (Figure 1A). At weaning, the M mice also weighed significantly less than their litter siblings (p < 0.01) (Figure 2A and 2B).

**Figure 1:**
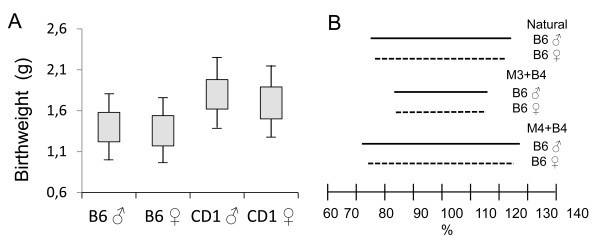
**No differences were observed in birth weight variation in male and female CD1 outbred vs B6 inbred mice. (A)** Box-Whisker plot indicating mean ± SD (box) and mean ± 1.96 SD (lines). **(B)** Comparing the full range of random phenotypic variability (4× coefficient of variation) of birth weight in six groups of mice: naturally born male and female B6 mice (top lines), mice born after the simultaneous transfer of five *in vivo* produced Day 3 morulas (M3) and five Day 4 blastocysts (B4) (middle lines) and mice born after the simultaneous transfer of five *in vivo* produced Day 4 morulas (M4) and five Day 4 blastocysts (B4) (bottom lines).

**Figure 2:**
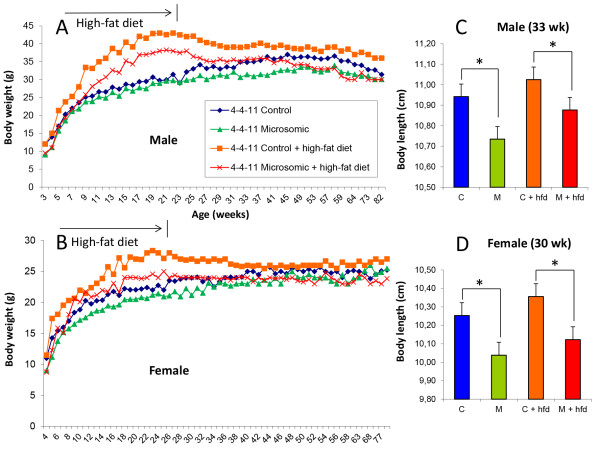
**Microsomic animals are reduced in size and weight and more resistant to obesity than control animals.** Body weights recorded over an 80-week period in M and C males **(A)** and females **(B)** fed a normal or high-fat diet (hfd) for 18 weeks (from weeks 6 to 24 of age). Body lengths recorded for M and C males **(C)** and females **(D)** at 30-33 weeks of age following 18 weeks of a normal or hfd (*P < 0.05. Error bars, s.e.m.).

To examine the phenotypic response to a high-fat diet (hfd), mice were fed a normal diet (C) or a diet rich in lipids from weeks 6 to 24 of age (C + hfd). At the end of this period, significant weight and size differences were observed between the M and the control normal birth weight animals, regardless of sex and diet (p < 0.05) (Figure 2). However, these differences were significantly more pronounced throughout the entire life span of the mice in animals receiving the high-fat diet (p < 0.01). In order to assess anatomical variations derived from both diet and corporal condition (M or C), weight of 90 weeks old mice as well as their organs were recorded (Additional file 1: Table S1). Interestingly, liver, which plays an important role in metabolism and thus in the potential hfd outcome, didn’t show any significant variation between M and C mice for both diets, regardless of sex. Several differences were found in other organs, however they lacked apparent correlation with the considered conditions. These results suggest a metabolic regulation pathway present in the M mice that renders them more resistant to obesity than control mice when given a diet rich in lipids. Moreover, unlike controls, M male mice on high-fat diet for 18 weeks recovered a similar weight to that of M not given a high-fat diet. The lack of catch-up growth in our mice model (Figure 2) indicates the animals had not suffered nutrient restriction since at the time of weaning and well into adulthood, microsomic mice were always lighter in weight and shorter in length.In order to assess the presence of metabolic syndrome, a glucose tolerance test and systolic blood pressure (SBP) measurements were performed at 6 months of age, a life span in which mice are considered to have reached the adult age. When subjected to a glucose tolerance test, M mice recovered normal glucose levels faster than controls (Figure 3A and 3C). Moreover, the area under curve (AUC) was significantly reduced for both diet groups of animals (Figure 3B and 3D), suggesting an adaptive response of glucose levels in M animals. Similar results were recorded in SBP irrespective of diet although differences were greater for M males than M females relative to their respective controls (Figure 3E and F).Both M and C mice were maintained for 2 years to assess the possible appearance of any disorders with a late age of onset. However, no differences in age-related pathologies were seen between C and M mice. Figure 3G and 3H shows survival rates in males and females of control (C) and microsomic (M) mice fed with both normal diet and lipid rich diet during 24 weeks (hfd). Survival rate of C and M animals was similarly high for both genders (range 70-80% at 24 months) while C + hfd mice have a significant decrease in comparison with M + hfd mice. Both groups fed with hfd have a significant decrease on the survival rates in comparison with normal diet.

**Figure 3:**
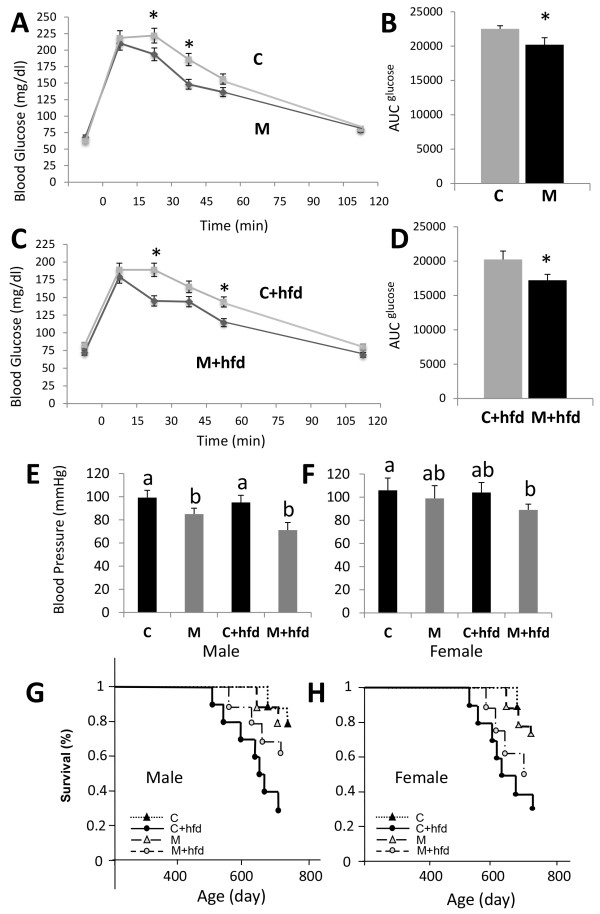
**Microsomic animals recover faster from a glucose challenge and show a lower systolic blood pressure (SBP) than control animals.** Glucose tolerance test performed in M and C male mice fed with a normal **(A)** or a high-fat diet (hfd) for 18 weeks **(C)**. Area under the curve (AUC) for the glucose tolerance test performed in M and C mice fed with normal **(B)** or high-fat diet (hfd) for 18 weeks **(D)** (*P < 0.05. Error bars, s.e.m.). SBP recorded in M and C males **(E)** and females **(F)** fed with a normal or hfd for 18 weeks, respectively. [a, b] indicate a significant difference at *P* < 0.05. Error bars, s.e.m. Survival rate in M and C male **(G)** and female **(H)** fed with or without hfd, respectively.

To determine whether birth weight variation originates during the preimplantation or fetal period, birth weight variations were compared after the simultaneous transfer of *in vivo* produced good quality embryos (IETS grade 1) of different age and developmental stage (50% Day 3 morulas and 50% Day 4 blastocysts) and the simultaneous transfer of *in vivo* produced embryos (without selecting good quality embryos) of the same age (Day 4) but different developmental stage (common in mice) (50% blastocysts and 50% morulas). Birth rates were 81% versus 57% in first and second experiments respectively. Thus, the rate was reduced when embryos of different quality were transferred. After weighing mice from 12 litters for both experiments, we observed that only the transfer of embryos of the same age though different developmental stage gave rise to a higher coefficient of variation [(standard deviation/mean)/100] in body weight at birth (Figure 1B), and that the transfer of selected good quality embryos comprising 3-day-old morulas and 4-day-old blastocysts led to reduced birth weight variations, suggesting the preimplantation origin of this alternative developmental program.

### Microarray analysis: overall results and validation

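Liver RNA of microsomic (M) and control (C) mice of each sex was labelled with Cy3 and hybridized to Agilent SurePrint G3 Mouse GE 8x60K arrays, which are read in 1 colour and carry a probe of 60 bases in each spot. The deposited data hold 1 array for each of 4 groups: microsomic females (MF), microsomic males (MM), control females (CF) and control males (CM). The paper states 3 replicate experiments per group and newborn C57BL/6 N mice, whereas the sample labels give embryonic day 20 and C57BL/6J. The arrays lie on the same slide, the M arrays in one column and the C arrays in another, and the females in one row and the males in another. With 1 array per group there is no spread between replicates, so the values for a pair of groups carry no error and no p-value, and the number of arrays limits their precision. The authors quantified the scans with Agilent Feature Extraction. Its processed signal is an intensity on a linear scale, in which a fitted background surface is subtracted from the spot signal and the rest is divided by a detrending ratio, without normalization between arrays. The deposited table of values equals this signal in all 62976 spots. Of the 59305 non-control spots, 63.7% were well above background on the MF array, 65.3% on MM, 57.7% on CF and 56.1% on CM. The 75th percentile of the processed signal was 893 on MF, 925 on MM, 676 on CF and 628 on CM. Spots of the same probe on the same array, for probes printed at 10 spots, had an SD of 0.31 (log2) on MF, 0.28 on MM, 0.33 on CF and 0.35 on CM. The non-uniformity flag of the software was set at 916 spots on MF, 130 on MM, 182 on CF and 136 on CM. To compare the arrays, the log2 signals were centred on the 75th percentile of each array. The 1754 spots with an outlier flag on any array were left out on all 4, the remaining spots of a probe were averaged, and each of 35577 genes was represented by its brightest probe, the probe with the highest mean over the 4 arrays. A difference was taken where at least 1 of the arrays compared was well above background. Where the other was not, it was computed against a limit at or near the lowest signal well above background on that array, or against the signal of the probe itself where that was higher, and is a lower bound. Probe positions are those of the array annotation on mm9.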

To evaluate gene expression variations in normal and M animals, a microarray analysis of liver from newborns was performed. Liver was selected since it is one of the relatively more homogeneous organs that can suffer the effects of an abnormal environment [18]. In our case, the effects of a putative developmental malnutrition that could lead to microsomia would have certain transcriptional effects in this organ, since it is an important step in nutrient metabolism and detoxification. Moreover, the absence of significant liver weight variation due to the common fat accumulation in the hfd group supported the possibility of gene expression changes in order to prevent it. Hence, liver is one of the best candidates to assess whether this phenotype has an intrauterine environmental origin. 

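The array annotation in the deposited files lists 55681 non-control probes, of which 16251 are named as lincRNA probes and 39430 are not. Most probes, 55249, were printed at a single spot, 33 at 2 spots and 399 at 10 spots. The probes carry 36161 different gene names, and 10367 of these have several probes without an outlier flag. The arrays had a signal well above background for 19303 genes on all 4 arrays and for 27886 genes on at least 1 array, each gene taken by its brightest probe.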

The Mouse Agilent microarray system used covers 39,430 unique genes and 16,241 lincRNAs. Twelve expression datasets (3 independent experiments using liver tissue from normal –control– males/females and M males/females mice respectively) were obtained and the following calculations were performed according to the *GeneSpring GX* (Agilent Technologies) manufacturer’s instructions. 

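With 1 array per group, limma could be run only on all 4 arrays together, with M or C and sex as terms and the sexes serving as replicates, which leaves 1 residual degree of freedom. This model tests a change common to both sexes, over the 19303 genes well above background on all 4 arrays. No gene had a Benjamini-Hochberg adjusted p under 0.05 for M vs C (0 genes, smallest adjusted p 0.964 from limma), and 853 genes (4.42%) had an unadjusted p under 0.05. In simulated data with the same spread and no changed gene, 5.35% of the genes had an unadjusted p under 0.05. Of 200 genes moved up or down at random in simulated data by 2 on the log2 scale, limma recovered 0. Of 200 moved in this way by 4 it recovered 196, with 18 false calls. The threshold of the methods, an unadjusted p under 0.01 with a fold change over 1.5, was passed by 163 genes, 72 higher and 91 lower in M. Under an adjusted p, the setting that moved the count most was the use of the deposited values without scaling between arrays, with 10 genes, 9 of them higher in M.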

After selecting genes according to their P-value (limma; t-test) of significance (P <0.01), these genes were further filtered to remove those whose expression was below a threshold, based on median normalized intensity values, which was considered to be the no-change threshold (fold change >1.5). 

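A gene was compared when its brightest probe was well above background on at least 1 of the arrays of a pair. This held for 26315 genes in MM vs CM, 25537 in MF vs CF, 25204 in CM vs CF and 26735 in MM vs MF. Across the 19303 genes well above background on all 4 arrays, the log2 signals of MM and CM had a Pearson r of 0.968, those of MF and CF 0.965, those of CM and CF 0.962 and those of MM and MF 0.950. These are correlations across genes, and genes are not independent replicates.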

Four pairwise comparisons were performed: 1) control (C) males vs M males; 2) C females vs M females; 3) C males vs C females; and 4) M males vs M females.

In total, 776 differentially expressed genes (DEGs) were detected for M vs C females, most of which were upregulated in M females (525 vs 251) (Additional file 2: Figure S1). 

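Of the genes compared between MF and CF, 10447 (40.9%) differed by more than 1.5-fold, 5070 higher and 5377 lower in MF. For 2253 of them the fold is a lower bound. The count rests on the fold alone, since a p-value needs replicate arrays. Without the filter on dim probes, 16150 of 35577 genes (45.4%) differed by more than 1.5-fold. With a 2-fold threshold, 5031 of 25537 genes (19.7%) passed. Genes higher in MF made up 48.5% of the genes that differed. They made up 57.1% when each array was centred on its median, and 79.6% with the deposited values as they are, which raises every gene by 0.40 (log2) in MF vs CF. Of 1616 genes over 1.5-fold that have several measured probes, 499 (30.9%) had probes that went in both directions. The 604 probes over 5-fold higher on MF than on CF were rich in C and T: 25.3% of them held 4 or more windows of 5 bases made of C and T alone with at least 3 C, against 10.5% of the other probes.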

For M vs C males, we detected 437 DEGs, also mostly upregulated in the M group (330 vs 107), suggesting a more complex regulation in females (Additional file 2: Figure S1). 

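The same count for MM vs CM gave 10733 genes (40.8% of those compared) over 1.5-fold apart, 4658 higher and 6075 lower in MM, with a lower bound for 2746. With no filter on dim probes it was 18955, and with a 2-fold threshold 5894. The share of these genes that were higher in MM was 43.4%, and it was 61.0% with each array centred on its median, 51.9% with normexp background correction and quantile normalization, and 78.4% with the deposited values, which raise every gene by 0.56 (log2). Of 1395 genes over 1.5-fold in MM vs CM that have several measured probes, 489 (35.1%) had probes that went in both directions. From the numbers of DEGs in the 2 sexes, the paper proposes a more complex regulation in females.

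**Figure D1:**
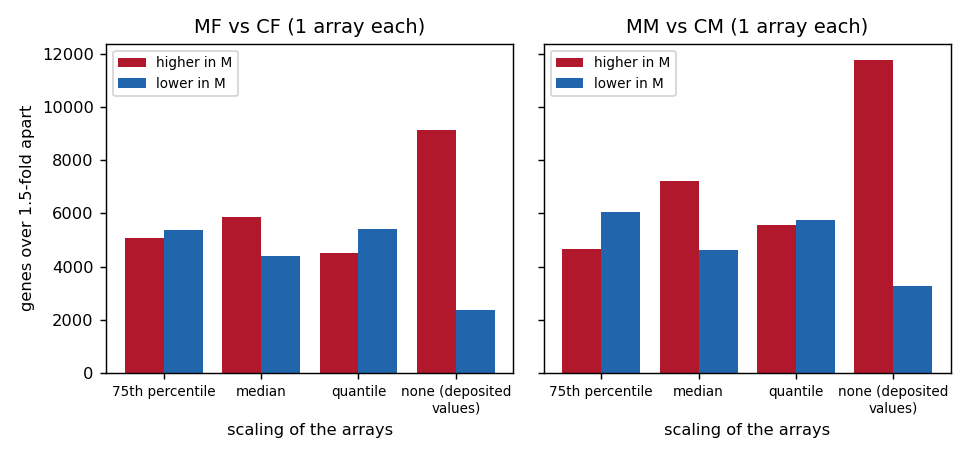
Number of genes over 1.5-fold apart in MF vs CF (left) and MM vs CM (right), higher (red) and lower (blue) in M, for 4 ways of scaling the arrays, with 1 array per group. Genes higher in M outnumber those lower in M in both sexes with the deposited values (9154 against 2346 in females, 11802 against 3250 in males) and in neither sex with the 75th percentile.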

Some DEGs were common to M mice groups, such as the epigenetic regulator *Trim28*, which was upregulated in M females while downregulated in M males in comparison to their respective controls. 

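Both M vs C comparisons could be made for 23966 genes, and 4035 of these differed by more than 1.5-fold in each, where 3715 would be expected if the comparisons were independent. The direction was the same for 1674, of which 764 were higher and 910 lower in M, against 1860 expected. It was opposite for 2361 against 1855 expected, with 1392 higher in MF and lower in MM and 969 the other way round. The number common to both sexes moved most without the filter on dim probes, to 9383, of which more went the same way (5048, 4534 expected) than opposite ways (4335, 4071 expected). With both arrays well above background, 1339 went the same way (1267 expected) and 1374 opposite ways (1250 expected). Across the 19303 genes well above background on all arrays, the MF minus CF and MM minus CM log2 differences had a Pearson r of -0.035 and a Spearman rho of -0.013, over genes that are not independent replicates. With normexp correction and quantile normalization r was -0.20. *Trim28* (probe A_51_P323299, chromosome 7, 13615914 to 13616069) was 3.02-fold higher in MF than in CF, a log2 difference of 1.59, and its MM minus CM log2 difference was -0.08. In MF vs CF its difference was 2.15 with normexp correction and quantile normalization, the alternative that moved it most. Another probe named *Trim28* (A_55_P1984985, 13609067 to 13609124, on the minus strand, opposite to the first) was at least 5.14-fold higher in MF than in CF, where it was below background.

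**Figure D2:**
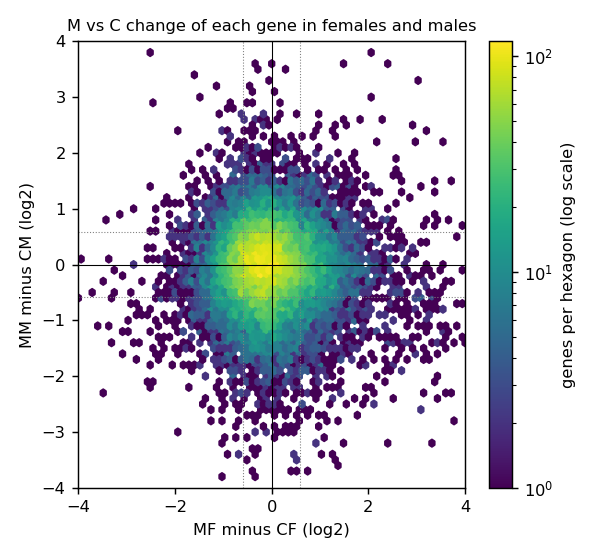
MF minus CF log2 difference (x axis) against MM minus CM log2 difference (y axis) of 19212 genes well above background on all 4 arrays, 1 array per group, coloured by the number of genes per hexagon on a log scale, with dotted lines at 1.5-fold. The cloud is centred near 0 and has no slope, and 91 genes lie outside the axes, which end at 4.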

The *Pbx1* and retinoic acid pathway genes (*Ppar*, *Rbp3*, *Crabp*-*II* and *RxR*) were also differentially expressed in the two experimental comparisons, with M animals showing greater expression in both comparisons. 

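The *Ppar* gene named in Table S2, *Ppara* (A_55_P2055854, chromosome 15, 85632110 to 85632169), differed by 0.11 (log2) in MF vs CF (-0.36 with normexp correction and quantile normalization) and by 0.09 in MM vs CM (0.70 with the same correction, 0.65 with the deposited values and -0.28 with the mean over probes). *Rbp3*, *Crabp2* and the *RxR* gene of Table S2, *Rxrg*, have a bright probe with an outlier flag on 1 array, and the values of these probes were left out of the counts. The *Rbp3* probe (A_55_P2041060, chromosome 14, 34777336 to 34777395) carries the flag on CM and 12 windows of C and T, and it was 26.6-fold higher in MF than in CF and 1.96-fold higher in MM than in CM. The *Crabp2* probe (A_55_P2059432, chromosome 3, 87757207 to 87757266), with the flag on MF, was 8.30-fold and 1.44-fold higher. The *Rxrg* probe with the flag on CF and 7 windows of C and T (A_55_P2044359, chromosome 1, 169569496 to 169569555) was 26.2-fold and 1.09-fold higher. The *Rxrg* probe without a flag (A_51_P513311, 169569624 to 169569683) was below background on MF, CF and CM, and at least 1.47-fold higher in MM than in CM.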

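*Chd1* (A_52_P329250, chromosome 17, 15901939 to 15903307) was 1.64-fold higher in MM than in CM and 1.46-fold higher in MF than in CF. Its MF minus CF log2 difference exceeded 1.5-fold with each array centred on its median (0.64) and with quantile normalization (0.59). It also did with normexp correction and quantile normalization (0.66) and with the deposited values (0.95). The settings chosen after seeing the data gave 0.65 with a trend with probe GC content removed. With a trend with the position on the array removed, the difference was -0.15. *Ncor1* (A_52_P561927, chromosome 11, 62134649 to 62134708) had an MM minus CM log2 difference of -0.12 and an MF minus CF difference of -0.09. *Hdac5* (A_55_P1983006, chromosome 11, 102057076 to 102057135) was 9.83-fold higher in MF than in CF, on a probe with 4 windows of C and T, and its MM minus CM difference was -0.57. *Tgfb1* (A_51_P390715, chromosome 7, 26489877 to 26489936) was 1.57-fold higher in MF than in CF and 1.01-fold higher in MM than in CM. The brightest *Igf1* probe without a flag (A_55_P2031631, chromosome 10, 87393581 to 87393640) had an MF minus CF log2 difference of -0.40 and an MM minus CM difference of 0.52. *Met* (A_51_P103929, chromosome 6, 17503299 to 17503358), whose only probe carries the non-uniformity flag on MF, was 8.98-fold higher in MF than in CF and differed by -0.24 (log2) in MM vs CM.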

Further important DEGs such as *Chd1* and *Ncor1* were specifically upregulated in M males compared to C group and *Hdac5*, *Igf*-*1*, *Tgfb1* and *c*-*Met* were upregulated in M females compared to C mice.

To validate the array results, 11 genes were chosen for RT-PCR analysis in independent samples: three pluripotency related genes (POU5F1, SOX2, NANOG), two trophectodermal markers (KRT18, CDX2), one gene associated with DNA methylation (DNMT3B), one gene involved in polyamine biosynthesis (ODC1), and four genes related to nutrient homeostasis (RGN, STC2, SLC6A6, SLC7A1). No differences were observed between the real time PCR and array results (Table 1).

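On the arrays, the MF minus CF log2 difference was 3.43 for *Smarcc1* (A_55_P2131153, chromosome 9, 110140717 to 110140776), a fold of 10.8 on a probe with 6 windows of C and T. The other 3 *Smarcc1* probes had differences of 0.17, 0.42 and -0.26, the last on a probe with 8 windows of C and T. *Ruvbl2* (A_55_P2025974, chromosome 7, 52677273 to 52677332), measured by a probe with 4 such windows, was 6.47-fold higher in MF, and *Irs2* (A_66_P102260, chromosome 8, 11004490 to 11004549) 3.40-fold higher. *Gata1* (A_55_P2046852, chromosome X, 7536392 to 7536451) had a difference of -0.31. In males, the MM minus CM log2 difference of *Vegfa* (A_52_P638895, chromosome 17, 46154387 to 46154446) was -0.51. *Fgf23* (A_55_P1976655, chromosome 6, 127031289 to 127031348) was well above background only on CM, so that its MM minus CM difference of -4.76 is a bound. A second *Fgf23* probe with an outlier flag on MF (A_55_P2169514, 127030758 to 127030817) was well above background on all 4 arrays, with a log2 signal of 3.34 on MM and 4.65 on CM. The RT-PCR was done by the authors on independent samples and was not analysed here.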

**Table 1:** Validation of array data by real-time qRT-PCR analysis (expression fold changes)

**Female microsomic vs control**			**Male microsomic vs control**		
**Gene**	**qPCR**	**Array**	**Gene**	**qPCR**	**Array**
Smarcc1	11.32	10.81	Crabp2	13.97	15.05
Ruvbl2	6.30	5.14	Chd1	2.09	1.99
Hdac5	3.65	3.72	Vegfa	-2.34	-1.94
Trim28	2.03	2.35	Fgf23	-2.09	-2.37
Irs2	2.45	2.17			
Gata-1	-2.91	-2.07			
Igf1	-2.60	-2.37			

### Gene ontology

The gene ontology classification system (FatiGo) was used after enrichment score (ES) analysis (ES ≥ 1.3) to classify genes according to biological function and corresponding cell components [19]. 

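A list of 42 genes of steroid and cholesterol metabolism, fixed before the data were examined, was compared with 10000 random lists of the same size and brightness. In MM vs CM, 37 of its genes were well above background on all 4 arrays, with a median log2 difference of 0.77, 33 higher and 4 lower in MM, and 27 over 1.5-fold higher. This median was above all random lists (percentile 100). Over the alternatives its percentile stayed between 99.99 and 100, and its median moved most with the deposited values without scaling, to 1.33. With 1 array per group the percentile describes these arrays and is not a test across animals. In MF vs CF the median of the same genes was 1.22.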

For M vs C males, genes involved in translation and steroid metabolic process were upregulated in mice with microsomia while transcription regulating genes were downregulated. Golgi apparatus and ribosomal genes were upregulated while nuclear genes were downregulated (Additional file 3: Figure S2). 

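Of 56 listed genes of the Golgi apparatus, 53 were well above background on all 4 arrays, with a median MM minus CM log2 difference of 0.15, at percentile 86.9 of random lists of the same brightness. Higher in MM were 34 and lower 19, and the percentile ranged from 68.2 to 88.1 over the alternatives. The 80 measured genes of cytoplasmic ribosomal proteins had a median of -0.14, with 23 higher and 57 lower in MM. This median lay at percentile 68.0 of random lists as bright as these genes. It was positive with each array centred on its median, 0.09, with normexp correction and quantile normalization, 0.08, and with the deposited values without scaling, 0.42. Nuclear genes as a class were not analysed here.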

For M vs C females, genes involved in the processes cell proliferation, transcription regulation, tissue morphogenesis, gland morphogenesis and skeletal system development were upregulated while purine metabolism, pyrimidine metabolism, mRNA processing, M phase cell division and condensed chromosome were downregulated. 

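In MF vs CF, 48 of 50 listed genes of mitosis and the condensed chromosome had a median log2 difference of -0.48, with 35 lower and 13 higher in MF, below all random lists of the same brightness (percentile 0). The percentile stayed at or below 3.05 under the alternatives, and the median moved most with the deposited values without scaling, to -0.08. The 49 measured genes of purine and pyrimidine metabolism had a median of 0.02, 25 higher and 24 lower, at percentile 65.3, and of -0.14 with quantile normalization, with and without normexp correction. The 60 measured genes of mRNA processing had a median of -0.04, 29 higher and 31 lower, at percentile 28.6, and of -0.31 with quantile normalization, -0.29 with normexp correction as well, 0.06 with each array centred on its median and 0.36 with the deposited values. In MM vs CM the medians were -0.10 for mitosis (percentile 2.44, positive with centring on the median and with the deposited values), 0.27 for purine and pyrimidine metabolism (percentile 99.2) and 0.04 for mRNA processing (percentile 32.3, negative with quantile normalization, with and without normexp correction). The differences between the sexes were not tested, with 1 array per group. Cell proliferation, tissue and gland morphogenesis and skeletal development were not analysed here as classes.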

Nuclear and cytoplasm genes were upregulated while ribonucleoprotein complex, chromosome and non-membrane-bound organelle genes were downregulated (Additional file 4: Figure S3). 

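The genes of cytoplasmic ribosomal proteins, which belong to the ribonucleoprotein complex, had a median MF minus CF log2 difference of 0.53, with 75 of 80 higher in MF. Random lists of the same brightness moved as much, since this median lay at percentile 35.9 of them. With quantile normalization the median was -0.22, and with normexp correction before it -0.13.

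**Figure D3:**
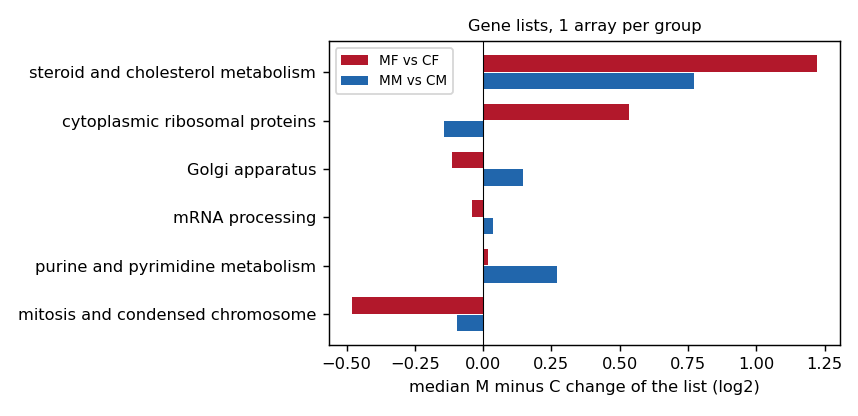
Median M minus C log2 difference of 6 gene lists in MF vs CF (red) and MM vs CM (blue), over the genes of each list well above background on all 4 arrays, with 1 array per group and each array centred on its 75th percentile. The list of steroid and cholesterol metabolism is higher in M in both sexes, and that of mitosis and condensed chromosome is lower, which in MM vs CM changes sign with each array centred on its median (0.14) and with the deposited values without scaling (0.46).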

The results of comparing C males vs C females with M males vs M females are indicated in (Additional file 5: Figure S4 and 6: Figure S5).

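Between CM and CF, 11667 of 25204 genes (46.3%) differed by more than 1.5-fold, 6708 higher and 4959 lower in CM. Between MM and MF, 13229 of 26735 genes (49.5%) did, 7736 higher and 5493 lower in MM. With each array centred on its median, genes higher in males made up 30.5% in CM vs CF and 38.5% in MM vs MF, against 57.5% and 58.5% with the 75th percentile. In the limma model on all 4 arrays, no gene had an adjusted p under 0.05 for sex (0 genes, smallest adjusted p 0.0845), and 1807 genes (9.36%) had an unadjusted p under 0.05. With each array centred on its median, limma called 170 genes. The sex check genes follow the labels. *Xist* (A_52_P300376, chromosome X, 100662174 to 100662233) was well above background on MF and CF alone, with log2 signals of -1.30 and 0.11. *Ddx3y*, *Eif2s3y* and *Uty* were well above background on MM and CM alone, where *Ddx3y* (A_51_P402994, chromosome Y, 598215 to 598274) had log2 signals of 2.61 and 1.47. *Kdm5d* was below background on all 4 arrays. In CM vs CF the median log2 difference of the listed genes was -0.37 for mRNA processing (percentile 0.04) and -0.12 for steroid and cholesterol metabolism (percentile 33.7), and in MM vs MF it was -0.18 (percentile 10.3) and -0.03 (percentile 51.3).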

## Discussion

In this work, we report an inbred mouse model of naturally occurring low birth weight, of non-genetic origin, and with no detrimental long term effects. The low birth weight produced at parturition is here ascribed to natural preimplantation developmental variability. Interestingly, newborn male and female mice with M increased differentially their weight in response to a high-fat diet. This particular feature of M mice contrasts with the long term negative effects of a low birth weight observed in other studies on small animals addressing the DOHaD theory [20-22]. In addition, we noted that M animals receiving a high-fat diet were more resistant to acquiring an overweight phenotype and have higher survival rates than controls. Curiously, liver didn’t undergo weight changes due to fat accumulation, a feature which is relatively common in certain types of hfd [23-26]. Consequently, several transcriptional alterations could be happening that could explain this feature. Moreover, the different metabolic programs detected with respect to genetically identical littermates suggest epigenetic alterations in these M animals. Differential total weight gain was also observed when considering sex, indicating a divergent physiological mechanism between males and females [13,27-29]. This observation was confirmed by gene ontology analysis. Indeed, in M males, only a few post-transcriptional modifications and enrichment in metabolic genes and the corresponding organelles (ribosomes and Golgi apparatus) were observed, suggesting protein-based adaptation. In contrast, a larger number of processes were overrepresented in M females, highlighted by nuclear gene enrichment and the downregulation of chromosome condensation.

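Set against the mean of the other 3 arrays, the listed Golgi apparatus genes had a median log2 difference of 0.20 on MM (percentile 98.0 of random lists), 0.13 on CF (percentile 88.3), -0.04 on MF (percentile 45.1) and -0.20 on CM (percentile 4.61). The cytoplasmic ribosomal protein genes had a median of -0.29 on MM (percentile 26.0), -0.19 on CF (percentile 31.1), -0.06 on CM (percentile 71.8) and 0.50 on MF (percentile 35.0). Random lists of the same brightness thus moved as much.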

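The list of mitosis and condensed chromosome, set against the mean of the other 3 arrays, had a median log2 difference of 0.35 on CF, above all random lists, with 39 of 49 genes higher there. On the other arrays it was -0.15 (MF, percentile 13.6), -0.13 (MM, percentile 3.35) and -0.11 (CM, percentile 34.9).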

To better understand the molecular basis of non-genetic microsomia, a microarray experiment was conducted on the liver of newborns. Microsomic females showed a significantly higher number of DEGs than M males compared with their respective controls (776 vs 437), supporting more complex metabolic changes in females. 

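On the deposited arrays the order of the sexes depended on how the genes were counted. The number of genes past the fold threshold was higher in males under 10 of 14 settings and higher in females under 4. Females had more when both arrays of a pair had to be well above background (8194 against 7987), when spots with an outlier flag were kept (11140 against 11035), when probes with 4 or more windows of C and T were left out (9617 against 9511) and when a trend with the position on the array was removed (10266 against 10264). Males had more with quantile normalization (11320 against 9911) and most with normexp correction and quantile normalization (12357 against 7843). The last 3 settings with more in females were chosen after seeing the data. More genes were compared in males (26315 against 25537 in the setting reported). As a share of the genes compared, females had more in the setting reported (40.9% against 40.8%). They also did with the mean over probes (38.9% against 38.6%) and with probes counted (41.4% against 41.2%). Males had the larger share with both arrays of a pair well above background (38.3% against 37.4%). Over the 19303 genes well above background on all arrays, the SD of the log2 difference was 0.84 in MF vs CF and 0.73 in MM vs CM. The order was reversed with normexp correction and quantile normalization (0.74 and 0.81). It was also reversed with no filter on dim probes (1.07 and 1.16 over 35577 genes).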

Among the DEGs detected, the important epigenetic regulator *Trim28* (tripartite motif-containing 28) was found in both sexes. Also known as *Kap1* (KRAB-associated protein-1), the gene *Trim28* is ubiquitously expressed throughout development [30] and is a critical regulator of this process. Some authors have attributed to this protein an important role in epigenetic control whereby it physically attaches itself to several histone methyltransferases (HMTs) [31], synergistically triggering the methylation of transposons [32]. 

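On the MF array the *Hdac5* probe had a log2 signal of 5.71 relative to the 75th percentile of the array, and on CF 2.41, MM 1.94 and CM 2.51. The annotation lists a single probe named *Hdac5*. The MF minus CF difference ranged from 2.86 with normexp correction and quantile normalization to 3.70 with the deposited values. The *Trim28* probe had a log2 signal of 2.61 on CF, 2.64 on MM and 2.72 on CM.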

In MF, *Trim28* was upregulated along with *Hdac5* (Additional file 7: Table S2) compared to CF, which suggests a change in the epigenome as the mechanism for the alternative metabolic program. This observation is consistent with the findings reported by another study in which epigenetic changes in histones induced by a *Trim28* heterozygous deletion were linked to weight variations at birth [33]. This latter study also revealed a high predisposition of female *Trim28* heterozygous mice to impaired glucose tolerance. Moreover, we have observed in a previous work persistent epigenetic changes and glucose intolerance phenotypes in animals born after embryo *in vitro* culture, including M animals showing improved glucose tolerance over controls [34]. A more efficient use of glucose could therefore explain why the M animals in the present study weighed less during the whole experiment, regardless of sex or diet.

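The model of the paper for MF vs CF holds 11 genes as higher and 4 as lower in MF. Of the 11, 10 have a probe without an outlier flag, of which 8 were over 1.5-fold higher in MF than in CF and the other 2 within 1.5-fold. The brightest probes of 4 of these 8 held 4 or more windows of C and T. The 4 genes given as lower were within 1.5-fold. The limma model on all 4 arrays tests only a change common to both sexes, so none of these values has a test within females.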

Ingenuity Pathway Analysis of deregulated genes revealed that epigenetic-mediated *Trim28* upregulation in MF mice could lead to the upregulation of several markers that could explain this phenotype (Figure 4) such as *Igf*-*1* (insulin growth factor-1) and *c*-*Met* proto-oncogene. *Igf*-*1* has been identified as an important factor for developmental growth [35]. 

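*Igf1* has 5 probes on chromosome 10 with 2 spots each, 4 of them without an outlier flag and 1 with a flag on MF at 1 of its spots. The former had MF minus CF log2 differences of -0.40, -0.33 (A_55_P2031636, 87395924 to 87395983), -0.16 (A_55_P2085974, 87399581 to 87399640) and -0.63 (A_55_P2085984, 87393561 to 87393620). The probe with the flag (A_55_P2085979, 87378456 to 87378515), which holds 11 windows of C and T, was 1.59-fold higher in MF than in CF by its spot without a flag and 3.45-fold higher over both spots. With the deposited values without scaling, the brightest probe without a flag had a difference of 0.01.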

Our results for MF indicated the overexpression of this gene in offspring compared with controls (Additional file 7: Table S2). These data are in line with published results, whereby elevated hepatic *Igf*-*1* mRNA and plasma IGF-1 levels were attributed to an attempt to compensate for a reduced hepatic and body size at birth [36]. Moreover, this marker has been also related to epigenetic modifications in H3K4 histone [36], thereby supporting our hypothesis of this type of modification in our model.

**Figure 4:**
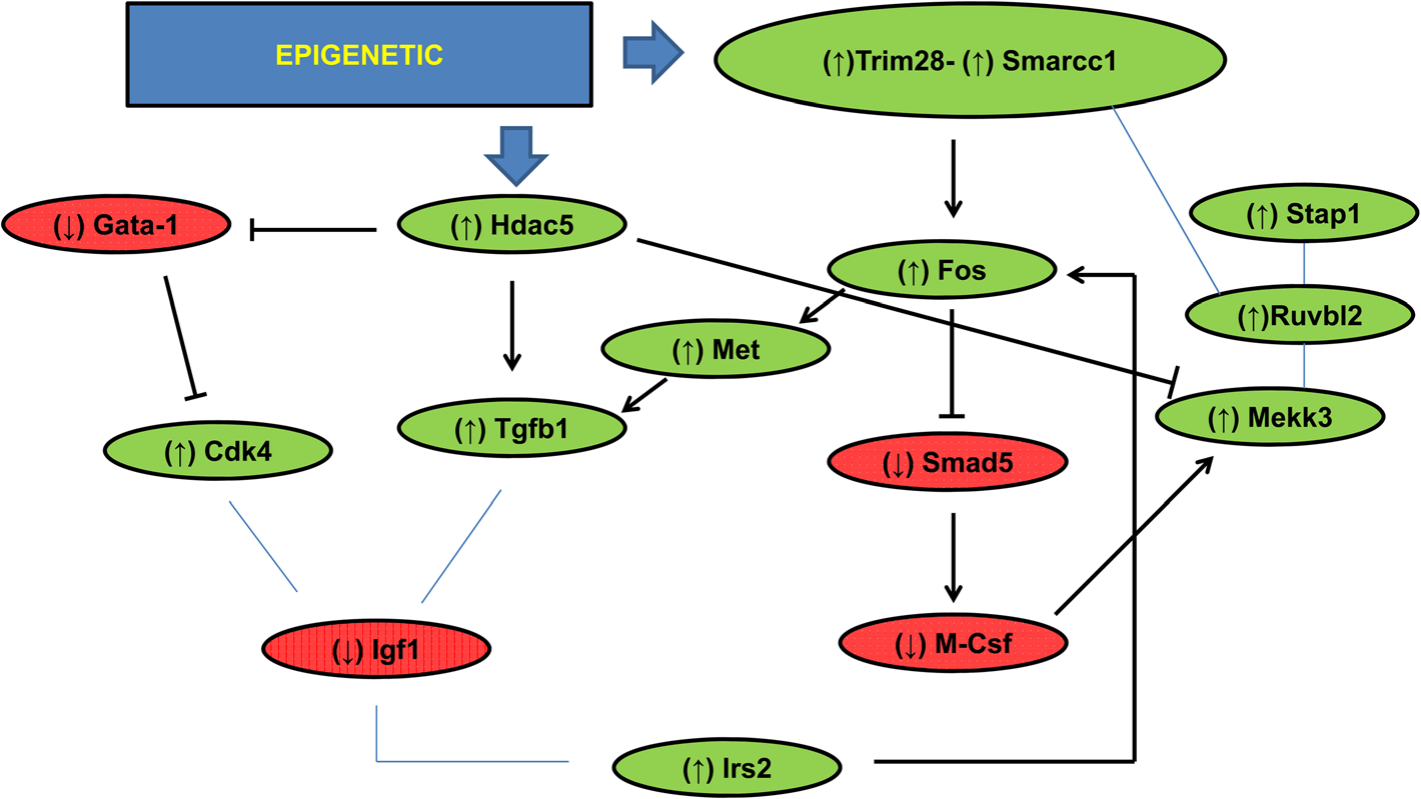
**Suggested model and summary of epigenetic changes possibly occurring in MF vs CF.** Green circles: upregulated genes; Red circles: Downregulated genes (: activation; : inhibition; : protein complex).

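Of the genes of this model, *Fos* (A_52_P262219, chromosome 12, 86817900 to 86817959) was 2.67-fold higher in MF than in CF, and its MM minus CM log2 difference was -2.36. *Cdk4* was 1.70-fold higher in MF on its brightest probe (A_55_P2163143, chromosome 10, 126504279 to 126504338), which holds 7 windows of C and T, and had a difference of -0.16 on a probe with 5 windows (A_55_P1998188, 126504174 to 126504233) and of -0.02 on the probe with 1 window (A_55_P2166639, 126503162 to 126503221). *Map3k3* (A_51_P100573, chromosome 11, 106015867 to 106015926) was 1.46-fold higher, and 1.5-fold was passed with each array centred on its median (log2 difference 0.64). *Stap1* (A_55_P2033600, chromosome 5, 86532940 to 86532999) had a log2 difference of -0.58, *Smad5* (A_55_P2107972, chromosome 13, 56843578 to 56843637) of -0.39 and *Csf1* (A_51_P195506, chromosome 3, 107544333 to 107544392) of 0.31. From a pathway analysis of deregulated genes, with the model in Figure 4, the paper proposes that *Trim28* upregulation in MF could raise markers that could explain the phenotype.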

The proto-oncogene c-MET is a transmembrane tyrosine kinase cell surface receptor for hepatocyte growth factor (HGF), which is mainly involved in cell proliferation and tumor expansion [37,38]. 

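The *Met* probe was printed at 10 spots, between rows 23 and 333 of the 384 rows of the array and columns 34 and 160 of its 164 columns. All 10 spots carried the non-uniformity flag on MF and 0 on the other arrays. Their MF minus CF log2 differences ranged from 2.22 to 4.34. Of the 399 probes printed at 10 spots, *Met* was the only 1 with more than 2 non-uniform spots on MF. The signal of the probe on MF was 1.63 (log2, relative to the 75th percentile), and on CF it was -1.53.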

In the liver, c-MET regulates a large number of molecular pathways related to its plasticity [39], thus the high expression levels observed for this gene in MF (Additional file 7: Table S2) could be attributed to an adaptation process. This finding together with the fact that no *c*-*Met* transcription variation was detected in microsomic males, could support the idea of a more complex adaptation process in females. 

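In males the same *Met* probe, without an outlier flag on either array, had log2 signals of -1.14 on MM and -0.91 on CM, within 1.5-fold of each other. The difference between the sexes in the response of *Met* was not tested, with 1 array per group. From the values in both sexes the paper proposes a more complex adaptation process in females.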

Importantly, this gene has also been associated with skeletal muscle atrophy in mice [40], providing an alternative explanation for the low weight shown by these animals at birth. In addition, c-MET has been recently related to the capacity of the liver to regulate blood glucose levels, inducing hepatic uptake and inhibiting output [41]. Thus, the lower AUC obtained in the glucose tolerance test could be explained by the synergistic reduction of blood glucose and IGF-1 levels.

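In males the brightest *Trim28* probe differed by less than 1.5-fold between MM and CM with each array centred on its 75th percentile. The difference was 0.16 (log2) with centring on the median, 0.48 with the deposited values, 0.10 with a trend with probe GC content removed, a setting chosen after seeing the data, and -0.69 with normexp correction and quantile normalization. The dimmer *Trim28* probe on the minus strand was well above background on CM (log2 signal -1.02) and below background on MM, a bound of -4.80 for MM minus CM. The brightest probe lies on the plus strand, so the probes are on opposite strands and need not measure the same transcript. With the mean over both probes the MM minus CM difference of *Trim28* was -2.44, which rests on this bound.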

Curiously and contrary to the case in females, *Trim28* was downregulated in M males compared with Cs (Additional file 7: Table S2). 

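On the male arrays *Chd1*, measured by a single probe, had a log2 signal of -1.21 on MM and -1.92 on CM, and the difference was 0.26 when a trend with the position on the array was removed, a setting chosen after seeing the data. Of the dimmer *Ncor1* probes, A_55_P2121466 (chromosome 11, 62130192 to 62130251) was 2.05-fold higher in MM than in CM and A_55_P2165969 (62215073 to 62215132) 1.13-fold higher. With the mean over the 3 probes the *Ncor1* difference was 0.37 (log2).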

*Chd1* (chromatin remodeling factor-1) was also found to be upregulated as were other components of this epigenetic protein complex, namely *Ncor1* (nuclear receptor corepressor-1) and *Pbx1* (pre B-cell leukemia homeobox-1) (Additional file 7: Table S2). CHD1 is a helicase DNA binding protein required to maintain the open chromatin of pluripotent mouse embryonic stem cells [42]. This protein associates with the promoters of active genes to maintain the current transcriptional profile [42] in response to epigenetic changes such as methylations [43]. In the same line, NCoR1 co-repressor protein has been identified in histone-deacetylase (HDAC) complexes with a role in chromatin structure modulation [44], and PBX1 has been described to regulate the activity of the epigenetic coactivators HDACs and histone acetyltransferases [45]. These data again support the hypothesis of epigenetic alterations provoking the altered gene expression profile of microsomic animals.

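Other members of the RXR, PPAR, RBP and CRABP families were measured by probes without an outlier flag. *Ppard* (A_66_P124715, chromosome 17, 28438298 to 28438357) was 1.65-fold higher in MF than in CF and had an MM minus CM log2 difference of -0.34. *Rbp2* (A_52_P125363, chromosome 9, 98410012 to 98410071), on a probe with 6 windows of C and T, was 2.65-fold higher in MF and had an MM minus CM difference of -3.60. *Rbp4* (A_55_P2006118, chromosome 19, 38191120 to 38191179) was 1.47-fold higher in MF and had an MM minus CM difference of -0.41. *Rxra* (A_51_P307370, chromosome 2, 27615316 to 27615375) differed by 0.36 (log2) in MF vs CF and -0.33 in MM vs CM, and *Rxrb* (A_55_P2008609, chromosome 17, 34175279 to 34175338), on a probe with 6 windows of C and T, by -0.35 and -0.16. *Pparg* (A_51_P106799, chromosome 6, 115440213 to 115440272) differed by -0.58 and 0.35. *Rbp7* (A_52_P343627, chromosome 4, 148823823 to 148823882) had an MF minus CF difference of -2.97. *Crabp1* was below background on all 4 arrays. Besides its brightest probe, *Ppara* has a probe with 8 windows of C and T (A_55_P2071601, chromosome 15, 85632534 to 85632593) that was 2.32-fold higher in MF than in CF, and a probe without such windows (A_55_P2071596, 85637193 to 85637252) that was lower in MF than in CF.

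**Figure D4:**
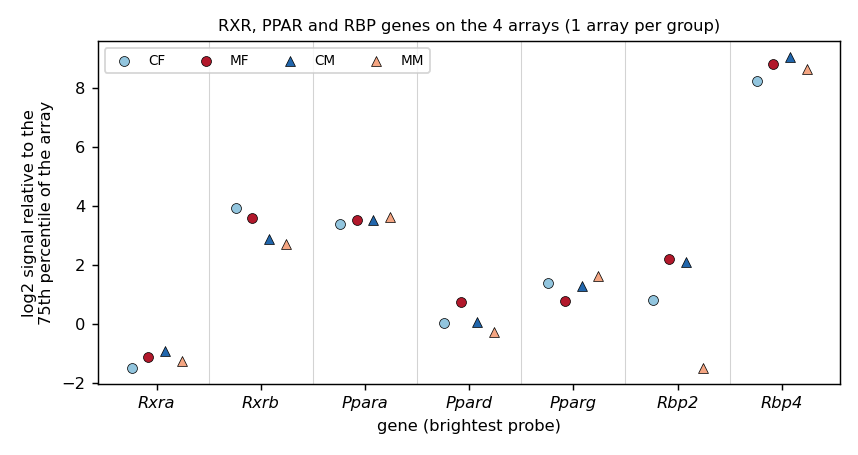
Log2 signal relative to the 75th percentile of the array (y axis) of the brightest probe without an outlier flag of 7 genes of the RXR, PPAR and RBP families (x axis), 1 point per array. *Rbp2* is lowest on MM (-1.49).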

Ingenuity Pathway Analysis of deregulated genes indicated that some members of the retinoic acid (RA) canonical pathway were upregulated in microsomic animals of both sexes (Additional file 7: Table S2) (Figure 5) in comparison to their respective controls (C male and C female). Several early studies revealed that nuclear receptors such as retinoid X receptors (RXR) and thyroid hormone receptor (TR), translocate to the nucleus and associate with nuclear corepressors such as NCoR1 or NCoR2 (or SMRT, silencing mediator for retinoid and thyroid hormone receptors) [46,47]. As mentioned before, these nuclear receptors recruit HDAC, resulting in histone deacetylation, chromatin compaction, and silencing of target gene expression [44,48]. Hence, in the case of M males, the RA pathway could be mediating the epigenetic changes needed for the correct adaptation to intrauterine environment variations in collaboration with the upregulated NCoR1. Interestingly, numerous research efforts have revealed a feed-forward mechanism of RA synthesis mediated by HOX-PBX1 during certain stages of development [49]. Although interactions of the HOX-PBX1 system with DNA were found to be dispensable for RA to control the transcription profile [50], a possible role of PBX1 in regulating imprinted genes is supported by the present findings. Thus, in our model of M males, it could be that PBX1 enhances the activity of the RA pathway by increasing RA synthesis, triggering as a consequence some epigenetic changes in cooperation with NCor1.

**Figure 5:**
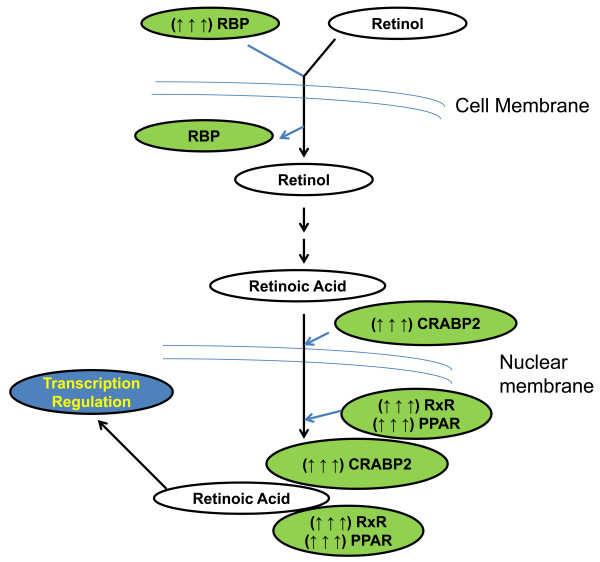
**Suggested model and summary of expression changes in the RA pathway possibly occurring in microsomic animals.** Green circles: upregulated genes; White circles: No change in expression (: activation.

Recent data suggest that *Igf1* expression is promoted by all-trans retinoic acids (ATRA) in epidermal and skeletal tissue [51]. In this latter study, variations in the developmental gene profile were detected in response to a high-vitamin A (retinol) diet in fish larvae. As a result, body size and weight were significantly reduced, and *Tgfb1* and *RxR* were upregulated, along with *Igf1* in later stages of development [51]. In addition, ATRA have a growth inhibitory effect through upregulation of the *c*-*Met* gene [52]. Since we observed a similar transcription profile (Additional file 7: Table S2) and phenotype in our MF model, it could be suggested that epigenetic variations arising from the RA pathway, among others, induced a different gene expression profile and a reduction in body weight and size. 

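On the arrays, *Tgfb1* had a log2 signal of 2.84 on MF and 2.19 on CF, and on MM 2.16 and CM 2.14. Its MF minus CF difference was 0.51, under 1.5-fold, with normexp correction and quantile normalization. *Rxra* was also measured by a second probe (A_55_P2074331, chromosome 2, 27618781 to 27618839), with an MF minus CF difference of -0.02.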

Remarkably, the findings of other studies have shown how RA and upregulation of the components of the CRABP-II/RA pathway [53] prevent diet-induced weight gain in mice by inhibiting adipogenesis *in vivo*[54]. Related to this, other investigations have determined that besides preventing induced obesity ATRA also improve glucose intolerance and high SBP. These transcriptional features mimic what happens in our model, interestingly, independent of sex (Additional file 7: Table S2) (Figure 5). 

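As a list, the retinoic acid pathway families had 8 of 13 genes well above background on all 4 arrays. Their median log2 difference was 0.46 in MF vs CF, 6 higher and 2 lower, at percentile 92.9 of random lists of the same brightness, and -0.05 with normexp correction and quantile normalization. In MM vs CM it was -0.34, with 2 higher and 6 lower, at percentile 5.42, and positive with normexp correction and quantile normalization (0.10) and with the deposited values without scaling (0.22). The highest MF vs CF median under the alternatives was 0.86, with the deposited values. *Rbp3*, *Crabp2* and *Rxrg*, which the paper names, are not among the 8. Their probes with an outlier flag were higher in M in both sexes.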

Certainly, without considering the influence of diet, normal, or even improved, levels of glucose tolerance and SBP were obtained in M animals. Although several other DEGs in these animals could contribute to this behavior, they could all be the consequence of subsequent global modifications derived from the main RA branch.

## Conclusions

The concept of early life programing is widely accepted, but for a complete picture of DOHaD we have to understand the different mechanisms of adaptation. Indeed, our work reveals that a low birth weight is not always an indicator of intrauterine nutrient restriction, and that it could be the consequence of stochastic epigenetic variation. Numerous studies have consistently found evidence of this stochastic epigenetic variation as the driving force for developmental and evolutionary adaptation [55-59]. Thus, raised in an identical environment, many loci with highly variable DNA-methylated regions have been identified in the liver and brain of newborn isogenic mice, as well as in the human liver. These loci are associated with development and morphogenesis, and with the functional property of expression. Correspondingly, it has been reported that a range of random variability in quantitative biological traits, for example body weight at 3 months, may originate from early embryo development [7]. Here we confirm that phenotypic variation in preimplantation embryos could be the origin of the random variability of certain measurable biological traits, such as the natural variation in birth weight observed in our inbred mice. We hypothesize that, in early embryos, phenotypic variation is a strategy aimed at maintaining fitness (reproductive success) in a changing environment. This type of adaptive response or plasticity is called anticipatory or predictive adaptation as opposed to immediate adaptation (occurring in the detrimental Intrauterine Growth Restriction [IUGR] adaptive response in the fetus) and comes into play because the early preimplantation embryo lacks the time, organs and/or physiological tools to immediately adjust its phenotypic development to a new challenging environment. Sex differences detected between early embryos could also be related to sex differences in microsomic adaptation [60,61]. Moreover, we describe here a microsomic epigenetic model based on natural embryo variability that is able to avoid diabetes and/or metabolic syndrome. Upregulation of the RA pathway (including *Crabp*-*II*, *Ppar*, *Rbp* and *RxR*) together with a putative increase in the synthesis of its main agonist (RA) via the HOX-PBX1 complex, suggest an epigenetic regulation mechanism whereby abnormal blood glucose levels, high SBP and obesity could be prevented or reversed. Hence, it becomes clear that mammalian early embryos undergo large scale reprograming of DNA methylation patterns with the potential to create epigenetic diversity among cells and individuals [62]. This could be important for cell fate decisions in development and for creating phenotypic diversity in early embryo development.

## Methods

### Animal model

All experimental procedures involving mice were approved by the Ethics Board of the INIA and performed according to the Guide for the Care and Use of Laboratory Animals adopted by the Society for the Study of Reproduction and to European legislation. Mice were fed a standard diet (Global Diet 2014, Fat 13%, Protein 20% and Carbohydrates 67%; Harland Iberica) or high fat diet (from week 6 to 24 of age) (TD.08811 45% kcal Fat Diet (Fat 44,6%, Protein 14,8% and Carbohydrates 40,6%); Harland Iberia) ad libitum and kept in a temperature- and light-controlled environment (22–24°C, 14 L:10D). Adult C57Bl/6 N mice (Harland) were bred for 2 weeks, and then transferred to individual cages. Dams delivered naturally, fostered their own pups, and only litters with 6 to 8 animals were used in the experiments. Pups were weighed one day after birth and upon weaning (Day 20 of life).

Thereafter, weights were recorded each week. Utilizing standard clinical criteria, microsomia was identified by a gender-specific weight below the 10th percentile at birth. For control mice, appropriate growth was defined as a weight within 1 standard deviation of the colony mean. For each microsomic mouse detected (36 males and 38 females), the corresponding littermate control mouse was identified (37 males and 35 females). All study groups consisted of mice from at least 14 different litters. ICR (CD-1®) Outbred Mice (Harlan) were used to quantify birth weight variability in an outbred mouse line. Growth conditions were similar to those used for the C57BL/6 N mice, but in this case only litters with 7 to 10 animals were used in the experiment. To examine the phenotypic response to a high-fat diet, mice were fed a normal diet or a diet rich in lipids from weeks 6 to 24 of age. For the organ weight, two year old mice were sacrificed and some viscera, including the liver, lung, heart, kidney, spleen, and testes were excised and accurately weighed. The coefficients of these organs to body weight were calculated as the ratio of tissues (wet weight) to body weight.

For experiments of embryo transfer, embryos were produced using female C57BL/6 N mice aged 6–8 weeks old. Superovulation was induced with an intraperitoneal injection of 7.5 IU equine chorionic gonadotropin (eCG, Folligon, Intervet, Spain), followed 48 h later, by 5 IU of human chorionic gonadotropin (hCG). Immediately after hCG administration, females were paired with a male of the same genetic background in an individual cage overnight. Morula and blastocysts were collected from the uterus of females 3 or 4 days after mating. Embryos (10 to 15 per female) were transferred into the uterus of Day 3.5 C57BL/6 N pseudopregnant females [63].

### Baseline studies

At 6 months of age, glucose tolerance tests were performed using 10 animals per group. Mice were transferred to a clean cage and left to fast overnight (16 h) with ad libitum access to water. The following morning, the animals underwent a blood glucose tolerance test. Whole-blood b-D-glucose levels were determined using a standard handheld glucometer (Glucocard Gsensor, Arkray Factory, Inc.) on blood samples (2 μl/measurement) collected from the tip of the tail. Following baseline glucose measurements, the mice were injected i.p. with glucose (20% solution, 1.5 mg/g). Blood glucose readings were then taken at 15, 30, 45, 60, and 120 min postinjection. Food was supplied immediately following the last measurement. The area under the curve (AUC) was calculated for plasma glucose (AUCglucose) levels for the entire 120-min study period according to the trapezoid rule.

For blood pressure measurements, 6 months age mice were acclimated to restraint and tail-cuff inflation. The restraint platform was kept at 33–34°C. The mouse was placed in a metal box restraint with its tail passing through the optical sensor and compression cuff and taped to the platform. A traditional tail-cuff occluder was placed proximally on the mouse’s tail, and the animal was then immobilized by taping to a V-shaped block between a light source (above) and a photoresistor (below). On inflation, the occluder stops blood flow through the tail, and on deflation return blood flow (RTF) is detected by the sensor. Amplifier and instrument controls were set during an initial series of inflation-deflation cycles. This instrument (model BP 2000 Blood Pressure Analysis System, Visitech Systems; Apex, NC) automatically takes 10 30-s measurements using proprietary software (BP-2000 Software Beta Version 03/10/97). If at least 5 out of 10 readings were acceptable, the highest and lowest readings were discarded, and the remaining readings were averaged as a single session value. Ten animals per experimental group were used.

Survival curves were constructed for each group of mice (using the number of animals per group indicated above) fed or not fed with hfd, according to the Dinse-Lagakos method [64].

Body length, assessed by the mean of two measurements of nose-to-tail base distance (with five days of interval), was measured in anaesthetized adult animals at 30 and 33 weeks of age (for female and male respectively). Body lengths were recorded for 20 animals per group.

### RNA extraction

Livers from each experimental group (normal birth weight or microsomal littermates) were extracted from newborn mice. Total RNA was prepared using the *TRIzol*® *Reagent* Kit (Invitrogen) following the manufacturer’s instructions. Samples were additionally treated with *RNeasycolumn* purification kit (QIAGEN) in order to completely remove genomic DNA. Immediately after extraction, total RNA was cooled to -80 ºC until further use.

### Independent verification of array data by real-time RT-PCR

The RT reaction was carried out according to the manufacturer’s instructions (Promega, Madrid, Spain) on 2 μl of total RNA to generate cDNA. Tubes were heated to 70°C for 5 min to denature the secondary RNA structure and then the RT mix was completed by the addition of 5 units of Superscript RT enzyme. After incubation at room temperature for 10 min and then at 42°C for 60 min to allow the reverse transcription of RNA, the mix was heated at 70°C for 10 min to denature the RT enzyme. We used 2 μl of cDNA sample in the RT-PCR mix to detect each transcript.

All mRNA transcripts were quantified by real-time qRT-PCR. At least, three replicate PCR experiments were conducted for all genes of interest. In each sample, relative levels of each transcript and histone H2az were compared. PCR was performed by adding a 2-μl aliquot of each sample to the PCR mix (*Quantimix Easy Sig Kit*, Biotools) containing the specific primers. Primer sequences, annealing temperatures, and the approximate sizes of the amplified fragments of all transcripts are shown in (Additional file 8: Table S3). The comparative cycle threshold (CT) method was used to quantify expression levels. Quantification was normalized to the endogenous control H2az. Fluorescence was acquired in each cycle to determine the threshold cycle or the cycle during the log-linear phase of the reaction at which fluorescence increased above background levels for each sample. Within this region of the amplification curve, a difference of one cycle is equivalent to doubling of the amplified PCR product. According to the comparative CT method, the CT value was determined by subtracting the H2az CT value for each sample from the CT value for each gene. To calculate CT, the highest sample CT value was used (i.e., the sample with the lowest target expression) as an arbitrary constant to subtract from all other CT sample values. Fold changes in relative gene expression of the target were determined using the formula 2^–CT^.

### Statistical analysis

Data processing and statistical tests were performed using the SigmaStat (Jandel Scientific) package. Differences in body weight, animal size, glucose levels (in the glucose tolerance test) and gene transcription were analyzed by one-way repeated-measures analysis of variance (ANOVA). When necessary, percentages and proportions were arcsine-transformed to normalize data. When main effects were detected, Holm-Sidak post hoc tests were used for comparisons between groups. The trapezoidal rule was used to determine the AUC of the glucose curves. Mean differences were assessed by one-way repeated-measures ANOVA and significance determined using the Holm-Sidak post hoc test. Significance was set at P ≤0.05.

### Microarray analysis

RNA from the liver of newborn mice was purified according to standard methods (SI M & M). Samples were amplified, labeled using the *Agilent Quick Amp labeling* kit, and hybridized using the Agilent *SurePrint G3 Mouse GE 8x60K Microarray* (*G4852A*-*028005*) (Agilent Technologies, Palo Alto, CA) and Agilent *SureHyb* hybridization chambers. Three independent replicate experiments were performed for each group. The resulting working gene lists of transcripts were imported to the *Ingenuity*® *iReport* microarray analysis program (Ingenuity® Systems) and FatiGo for gene ontology [19].

### Availability of supporting data

Raw data from microarray experiments was submitted to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo). The platform ID is GPL13912 and accession ID is GSE49876.

## Abbreviations

C: Control; DEG: Differentially expressed genes; DOHaD: Developmental Origins of Health and Disease; ES: Enrichment score; HMT: Histone methyltransferase; HDAC: Histone deacetylase; IUGR: Intrauterine growth restriction; M: Microsomic; RA: Retinoic acid; RXR: Retinoid X receptors.

## Competing interests

The authors declare that they have no competing interests.

## Authors contributions

AM: Design experiments, performed research, analyzed data, drafted the manuscript. ALC: Design experiments, performed research, analyzed data. RLB: Performed research, analyzed data. AC: Performed research, analyzed data. ILV: Contributed new reagents/analytic tools, analyzed data. BP: Contributed new reagents/analytic tools, analyzed data. AGA: Design experiments, performed research, analyzed data, drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Relative organ weights of 90 weeks-old mice (tissue weight/animal weight ×100). Click here for file

Additional file 2: Figure S1 Number of differentially expressed genes (DEGs) in control, microsomic and microsomic vs control animals of both sexes. Red arrows: upregulated genes; Green arrows: downregulated genes; (A) Venn diagram of MM vs MF and CM vs CF mice (B) Venn diagram of MM vs CM and MF vs CF mice. Click here for file

Additional file 3: Figure S2 FatiGo functional analysis of MM vs CM. Click here for file

Additional file 4: Figure S3 FatiGo functional analysis of MF vs CF. Click here for file

Additional file 5: Figure S4 FatiGo functional analysis of CM vs CF. Click here for file

Additional file 6: Figure S5 FatiGo functional analysis of MM vs MF. Click here for file

Additional file 7: Table S2 Principal genes down- and up-regulated in the microsomic vs control comparison for both sexes. Click here for file

Additional file 8: Table S3 Primers used for RT-PCR. Click here for file

# Supplementary material for: Transcriptome profiling of liver of non-genetic low birth weight and long term health consequences
**Source:** BMC Genomics. 2014 May 1;15:327. doi: 10.1186/1471-2164-15-327
**Supplement:** Additional file 1: Table S1 — Relative organ weights of 90 weeks-old mice (tissue weight/animal weight ×100).

Additional file: Table S1. Relative organ weights of 90 weeks-old mice (tissue weight/animal weight x100)

| **MALE** | **ANIMAL WEIGHT** | **HEART** | **LIVER** | **TESTIS** | **SPLEEN** | **KIDNEYS** | **LUNGS** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **CONTROL** | **33.16 ± 0.8ab** | **0.65 ± 0.04a** | **4.91 ± 0.2** | **0.65 ± 0.02a** | **0.62 ± 0.12a** | **1.05 ± 0.03** | **0.80 ± 0.08a** |
| **LOW WEIGHT** | **30.35 ± 0.94a** | **0.67 ± 0.02a** | **5.05 ± 0.16** | **0.66 ± 0.02a** | **0.47 ± 0.06b** | **1.01 ± 0.06** | **0.70 ± 0.04a** |
| **CONTROL-FAT DIET** | **35.74 ± 1.105b** | **0.53 ± 0.06b** | **4.42 ± 0.4** | **0.56 ± 0.06b** | **0.57 ± 0.13ab** | **0.95 ± 0.10** | **0.57 ± 0.07b** |
| **LOW WEIGHT- FAT DIET** | **29.92 ± 1.16a** | **0.70 ± 0.04a** | **4.80 ± 0.15** | **0.66 ± 0.02a** | **0.51 ± 0.08b** | **1.12 ± 0.05** | **0.66 ± 0.03ab** |

| **FEMALE** | **ANIMAL WEIGHT** | **HEART** | **LIVER** | **SPLEEN** | **KIDNEYS** | **PANCREAS** | **LUNGS** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **CONTROL** | **25.26 ± 1.1ab** | **0.62 ± 0.03a** | **4.66 ± 0.13** | **0.74 ± 0.1ab** | **1.07 ± 0.03** | **0.62 ± 0.06ab** | **0.89 ± 0.05ab** |
| **LOW WEIGTH** | **23.92 ± 0.59b** | **0.62 ± 0.03a** | **5.67 ± 0.90** | **0.57 ± 0.08a** | **1.10 ± 0.04** | **0.92 ± 0.07a** | **0.78 ± 0.04a** |
| **CONTROL-FAT DIET** | **27.16 ± 0.82a** | **0.55 ± 0.03b** | **5.26 ± 0.48** | **0.81 ± 0.23ab** | **1.10 ± 0.04** | **0.57 ± 0.06b** | **0.86 ± 0.05ab** |
| **LOW WEIGHT- FAT DIET** | **24.37 ± 0.93ab** | **0.65 ± 0.04a** | **4.56 ± 0.35** | **0.89 ± 0.20b** | **1.13 ± 0.08** | **0.61 ± 0.06ab** | **0.95 ± 0.08b** |

Data are mean ± SD. Letters indicates significant difference (P≤ 0.05). Statistics used Student’s t test for independent samples.

# Supplementary material for: Transcriptome profiling of liver of non-genetic low birth weight and long term health consequences
**Source:** BMC Genomics. 2014 May 1;15:327. doi: 10.1186/1471-2164-15-327
**Supplement:** Additional file 8: Table S3 — Primers used for RT-PCR.

**Additional file 8: Table S3.** Primers used for RT-PCR

| **Gene** | **Primer sequence 5´->3´** |
| --- | --- |
| *H2az* | AGGACGACTAGCCATGGACGTGTG/ CCACCACCAGCAATTGTAGCCTTG |
| *Smarcc1* | CAAGAGCCTCTGGGAAGGTG/ CAAGCTTCTCTGGCTCGTCA |
| *Ruvbl2* | GAGTGAGGACGCCTACACAG/ ATGAGCTGGATGGCATAGCG |
| *Hdac5* | TGAGTGCCTGACTGCCTCGC/ GCCTGACATGCCATCTGCCG |
| *Kap1 (Trim28)* | GGAATGGTTGTTCATTGGTG/ ACCTTGGCCCATTTATTGATAAAG |
| *Irs2* | GTACCCTGGGAGGAGGTGAT/ AGCGCTTCACTCTTTCACGA |
| *Gata1* | AAAAGAAGCGGGGGTCGAAT/ TAGGCCCTGATAGAGGTGGG |
| *Igf1* | CGAATGTTCCCCCAGCTGTTT/ GTTTGTCGATAGGGACGGGG |
| *Crabp2* | CTGTGCGAACCACGGAGATT/ GCAGTTCTTGGACCCGTAGG |
| *Chd1* | CTCGATCGCGGTCTTGG/ TCCGCTGCCATTTCTAACACT |
| *Vegfa* | GGGAGTCTGTGCTCTGGGAT/ GGTGTCTGTCTGTCTGTCCG |
| *Fgf23* | TGTGCAATGCTAGGGACCTG/ GTACAGGTGGGTCAGGCTTC |

How the deposited data were processed for this re-analysis (not part of the article)

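Gene expression was measured in liver RNA of 4 samples, 1 array each: a microsomic female (MF), a microsomic male (MM), a control female (CF) and a control male (CM). Whether an array holds RNA of a single animal or of several is not stated with the labels. The authors labelled the RNA with Cy3 and hybridized it to an Agilent array with 59305 non-control spots, and quantified the scans with Agilent Feature Extraction. As deposited, the processed signal of each spot is an intensity on a linear scale, from which the software subtracted a fitted background surface and which it then divided by a detrending factor. This factor, a ratio deposited by the authors beside the signal for each spot, had been computed by the same software. The authors deposited these values without normalization between arrays, and their table of values was checked to equal the processed signal in all 62976 spots. The signal well above background limits what can be compared: 19303 of 35577 genes reached it on all 4 arrays and 27886 on at least 1. There are no replicate arrays, and their number limits the precision of every value.

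The log2 of the processed signal, minus the 75th percentile of the non-control spots of the array, was compared between arrays. Spots with the non-uniformity or population outlier flag of the software on any of the 4 arrays were left out on all of them, 1754 spots in total, which left 1252 of 55681 probes without a spot. Spots of the same probe were averaged and a gene was represented by its brightest probe. A gene was counted in MF vs CF, MM vs CM, CM vs CF or MM vs MF when it was well above background on at least 1 of the arrays and differed by more than 1.5-fold. Where the other array was not well above background, the difference was taken against a limit at or near the lowest signal well above background there, or against the signal of the probe itself where that was higher, and is a lower bound. The limits were log2 -6.03 on MF, -5.83 on MM, -5.48 on CF and -4.69 on CM. No p-value was computed for a pair of arrays. limma was fitted to all 4 arrays with M or C and sex as terms (1 residual degree of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05, over the genes well above background on all 4 arrays. The number of genes expected past 1.5-fold in both sexes was computed as if the comparisons were independent.

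Gene lists were compared by their median log2 difference with 10000 random lists of the same size drawn from genes of the same brightness (20 classes), and called shifted outside the middle 95% of the random lists. The lists cover the classes of the paper (mitosis and condensed chromosome, purine and pyrimidine metabolism, mRNA processing, steroid and cholesterol metabolism, Golgi apparatus, cytoplasmic ribosomal proteins), the retinoic acid pathway families, and other tissues and states (skin and hair keratins, erythroid cells, granulocytes and macrophages, hepatocytes, exocrine pancreas, smooth and skeletal muscle, imprinted genes, interferon response, immediate early and stress genes, fasting and gluconeogenesis, olfactory receptors, keratin-associated proteins, Y chromosome genes, a sex check). The lists of the intestine and of the heart were added after genes of these organs were seen to stand out on 1 array. The limma fit and the list comparison were tested on simulated data. Of 50 lists of 40 genes without an added change, 1 lay outside the middle 95% of the random lists, and 50 of 50 lists with an added log2 change of 0.5 did. These lists were themselves drawn at random from the measured genes. The test therefore does not cover lists whose genes vary together, for which random lists may be too narrow a reference.

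The genes named are those the paper names from the array, the RXR, PPAR, RBP and CRABP families, the sex check genes, and the 5 largest rises and 5 largest falls of M vs C (mean of both sexes) that pass 1.5-fold the same way in both sexes, 77 names in total, of which 69 have a probe without an outlier flag. Some of these genes are not reported here. Genes named from the intestine and heart lists were chosen after their values were seen. Gene names are those of the array annotation. Of the 36161 names, 21680 were matched by symbol or accession to a RefSeq table of GRCm38.p6, which was used for names alone. Probe positions are those of the annotation on mm9 (NCBI37).

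The scaling, the filter on dim probes, the choice of probe, the fold threshold, the limma model, the lists other than intestine and heart, the rule for naming genes and the first set of alternatives were fixed before the data were examined. The rule for spots with an outlier flag was set when the files were read and is not among these. These alternatives were centring on the median, quantile normalization, normexp background correction (offset 50) with quantile normalization, the deposited values without scaling, a stricter filter and none on dim probes, the mean over the probes of a gene, probes counted in place of genes, a 2-fold threshold, and for limma also an intensity trend, no second term and the threshold of the methods. Those chosen after seeing the data were spots with an outlier flag kept, a trend with probe GC content removed, probes with 4 or more windows of C and T left out (5 bases of C and T alone with at least 3 C), and a trend with the position on the array removed (80 blocks and 3 classes of brightness). The work was done with R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RT-PCR, body weight, diet, glucose tolerance and blood pressure results of the paper were not analysed here.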

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

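The tests of the intestine list, of probe GC content and of array effects other than GC content were chosen only after the results were seen. With 1 array per group, none of the differences between sexes or arrays below was tested by a p-value.

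A difference between the sexes drew attention to single genes and to the genes as a whole. The M minus C log2 difference was 1.42 in females and -2.36 in males for *Fos*, 5.55 and -0.97 for *Sox13* (A_55_P2094731, chromosome 1, 135279099 to 135279158), 5.89 and -1.13 for *Syt6* (A_55_P1965219, chromosome 3, 103439038 to 103439097), 5.75 and -1.06 for *Krtap10-10* (A_55_P2131865, chromosome 10, 77299937 to 77299996), and 1.40 and -3.60 for *Rbp2*. The difference was not tested for any of them. The probes of *Sox13* and *Krtap10-10* hold 8 windows of C and T and that of *Rbp2* 6. The other probe of *Syt6* (A_55_P2121240) was below background on MF, MM and CF, so the rise of *Syt6* on MF rests on 1 probe. Genes past 1.5-fold in opposite directions in the 2 sexes numbered 2361, against 1855 expected from independence. The excess was smaller with both arrays well above background (1374, 1250 expected) and with no filter (4335, 4071 expected), and in these settings genes past 1.5-fold the same way exceeded the number expected as well (1339 against 1267, and 5048 against 4534). After the trend of each array with probe GC content was removed there were 2308, and after the trend with position was removed 2233 (1673 expected), so that neither trend alone can be the whole cause. The SD across genes of the interaction of sex and M vs C was 0.57 (log2), as wide as that of M vs C itself, 0.55. Effects of single arrays other than GC content and a response that differs between the sexes cannot be told apart here, since no group has a second array. The biological difference, sex, stays open as untested.

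Genes of the intestine, which the paper does not discuss, stood out on the MF array. Of 23 listed genes 20 were measured, and their median on MF was 3.16 (log2) above the mean of the other 3 arrays, above all random lists (percentile 100). The list was chosen after genes of the intestine were seen to stand out, so the percentile may in part restate that observation. Over 5-fold above each other array were 10: *Alpi*, *Cdh17*, *Cdx1*, *Cdx2*, *Guca2b*, *Lct*, *Lgals4*, *Mep1b*, *Muc13* and *Slc5a1*. The 3 probes of *Lgals4* were all higher, by 2.99 to 3.53 over the highest other array. Of the 12 probes that rose, 8.33% (1 probe) held 4 or more windows of C and T, which argues against a signal of the probe and not of the transcript. The most abundant genes of the list on MF were *Tff3* (7.40), *Fabp2* (5.95) and *Apoa4* (4.81). *Tff3* was within 1.5-fold of the highest other array, and *Apoa4* was higher on MM (6.10). *Sis*, *Reg3b*, *Guca2a*, *Agr2* and *Krt20* did not stand out on MF. The list shares 0 genes with the other lists. The liver samples have 9 of the genes well above background on all 4 arrays. The list of the exocrine pancreas was also higher on MF, by 0.62 (percentile 100). A candidate explanation is intestine tissue in the RNA of the MF array. A change of the liver in microsomic females stays open as untested.

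Genes of heart muscle, likewise not discussed in the paper, stood out on the CF array. The list leaves out *Myh6* and *Nppa*, through which the pattern was seen, and shares 8 genes with that of smooth and skeletal muscle. Its 20 measured genes had a median on CF 5.24 (log2) above the mean of the other 3 arrays (percentile 100 of random lists), with 15 over 5-fold above each other array. The most abundant on CF were *Myl2* (5.76), *Myl3* (5.64), *Actc1* (5.59) and *Tnnt2* (4.34). *Gata4*, *Hand2*, *Myl4*, *Myl7* and *Tbx20* were not among the 15. On all 4 arrays 12 of the genes were well above background. A candidate explanation is heart tissue in the RNA of the CF array, which would lower these genes in MF vs CF without a change of the liver. A change of the liver in control females stays open as untested.

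Steroid and cholesterol metabolism is reported in the paper for males, and the same genes moved in females, a signal outside the classes it reports for them. The median MF minus CF log2 difference was 1.22 (percentile 100 of random lists), with 30 higher and 7 lower of 37 genes. Over the scaling alternatives, the other choices of probe and filter and the alternatives chosen later, it ranged from 1.10 to 1.62, at percentile 100 under each. Higher in M in both sexes were 28 of the 37 genes, 23 of them by more than 1.5-fold in each, and 2 were lower in both. The list shares 1 gene with the hepatocyte list and 0 with that of fasting. Set against the mean of the other 3 arrays its median was 0.73 on MF, 0.54 on MM, -0.72 on CF and -0.55 on CM. The M arrays and the C arrays lie in different columns of the slide, so M vs C is confounded with the column, and no technical explanation was tested beyond the alternatives. Birth weight stays open as an untested biological explanation.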

How the results depend on the processing

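The tests with spots carrying an outlier flag kept, with a trend with probe GC content removed, with probes rich in C and T left out and with a position trend removed were chosen only after the data were seen. No paired analysis was possible because the labels link no M animal to a C animal. Leaving out an array was not possible either, since each group has 1. Of the other values, 789 of the gene lists, 1055 of the named genes and 128 of the counts and contrasts stayed on the same side of their threshold or within 1.5 times the count. For gene lists 61 fell inside the range of random lists and 27 came to lie outside it, and 130 values of named genes crossed 1.5-fold. Unless said, the cause was not tested.

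Scaling decided which direction prevailed. The median in place of the 75th percentile moves every gene by 0.24 (log2) in MM vs CM, -0.42 in CM vs CF and -0.28 in MM vs MF, and the deposited values move every gene by 0.40 in MF vs CF, 0.56 in MM vs CM and -0.11 in CM vs CF. The share of changed genes that were higher was 48.5% in MF vs CF, and became 57.1% with the median, 79.6% with the deposited values, 54.6% with a 2-fold threshold, 52.0% with spots carrying an outlier flag kept, 57.6% with the GC trend removed and 50.8% with the position trend removed. In MM vs CM it was 43.4%, and 61.0% with the median, 51.9% with normexp and quantile normalization and 78.4% with the deposited values. In CM vs CF it was 57.5%, and 30.5% with the median, 48.8% with quantile normalization, 48.5% with normexp and 49.7% with the deposited values. In MM vs MF it was 58.5%, and 38.5% with the median and 47.6% with the GC trend removed.

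The numbers of genes past the threshold in a comparison or in both sexes were within 1.5 times of the values given, except without the filter on dim probes (16150 in MF vs CF, 18955 in MM vs CM, 18384 in CM vs CF, 9383 in both sexes), which adds genes below background, with a 2-fold threshold (5031, 5894, 6523 and 6855 in MM vs MF), which is stricter by construction, and in CM vs CF with both arrays well above background (7694). Of the genes in both sexes, those that went the same way numbered 3821 with the deposited values, 1091 with normexp and 5048 with no filter, and those that went opposite ways 1374 with both arrays well above background and 4335 with no filter. The correlation of the changes of the 2 sexes was -0.20 with normexp, 0.0031 with no filter, -0.094 with spots carrying an outlier flag kept, -0.020 with the GC trend removed, 0.016 with the probes rich in C and T left out and -0.067 with the position trend removed.

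In limma, M vs C gave 10 genes with the deposited values and 163 with the threshold of the methods, and sex gave 170 with the median, 54 with normexp, 176 with the deposited values, 61 with an intensity trend, 484 with the threshold of the methods, 77 with the probes rich in C and T left out and 77 with the position trend removed, against 0 for each in the setting reported (853 and 1807 at an unadjusted p under 0.05). Under the other settings limma called 0.

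Of the gene lists, the hepatocyte list in MM vs CM moved to percentile 65.2 with quantile normalization and 66.7 with normexp, and the Y chromosome genes in MF vs CF to 6.16 with genes well above background on at least 1 array. Of the named genes, *Cdk4* in MF vs CF moved to -0.021 (log2) with the probes rich in C and T left out, *D2hgdh* in MF vs CF to 3.104 with spots carrying an outlier flag kept, *Celf4* in MM vs CM to -1.08 with the mean over probes and -2.40 with such spots kept, and *Krtap8-2* in MM vs CM to 2.76 with such spots kept. With the probes rich in C and T left out, *Hdac5*, *Sox13* and *Krtap10-10* have no value, as their only probe is left out.

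The filter on dim probes is what the signal over background limits: 56.1% to 65.3% of the spots were well above background, and for 2253 genes in MF vs CF and 2746 in MM vs CM the fold is a bound.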

Differences from the paper's values

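The comparisons with spots carrying an outlier flag kept, with the GC trend removed, with probes rich in C and T left out and with the position trend removed were chosen only after the values were seen, and the others before the data were examined. Folds lower in M are negative. The paper's folds are those of Table S2 and, where the gene is there, Table 1.

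For M vs C the paper's counts are 776 DEGs in females (525 higher, 251 lower), against 10447 (5070 higher, 5377 lower) over 1.5-fold here, and 437 in males (330 higher, 107 lower), against 10733 (4658 higher, 6075 lower). No alternative, chosen before or after, came within 1.5 times of the paper's counts.

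In MF vs CF, the paper's fold is 1.76 for *Stap1* (-1.50 here), 2.7 for *Ppara* (1.08), 3.72 for *Hdac5* (9.83), 5.36 in Table S2 and -2.37 in Table 1 for *Igf1* (-1.32 here), 18.94 for *Syt6* (59.3), -2.58 for *Csf1* (1.24), 5.7 for *Lce1b* (2.48) and 16.72 for *Krtap8-2* (1.27). No alternative came within 1.5 times of the paper's value for these. The paper's fold is -3.19 for *Elavl3* (-7.84 here, as a bound), and with normexp and quantile normalization it was -1.55, a bound that allows the paper's value. The paper's *Gata1* fold of -2.07 (-1.24 here) was met with quantile normalization (-1.59) and with normexp (-1.46), and that of 2.17 for *Irs2* (3.40) with quantile normalization (2.82), with normexp (3.23) and, chosen after seeing the values, with the position trend removed (2.85). The paper's 18.37 for *Sox13* (46.8) was met with normexp (27.3), and its 27.35 for *Krtap10-10* (54.0) with quantile normalization (39.6) and normexp (29.2). The paper's 11.1 for *Celf4* (1.29) was allowed only by a lower bound, with the mean over probes (1.21). The other alternatives run for these genes did not meet the paper's values.

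In MM vs CM, the paper's fold is -3.41 for *Tex101* (-19.5 here), -2.52 for *Pvrl4* (-14.0, as a bound) and 13.46 for *Krtap8-2* (-2.06), and no alternative came within 1.5 times of these. For *Olfr671* (paper's -2.57, here -16.8 as a bound) the bound with normexp was -3.38, within 1.5 times of the paper's value but past it, and for *Fabp9* (paper's -2.54, here -6.19 as a bound) it was -1.73, which allows the paper's value. With normexp, the values met those of the paper for *Dpf2* (paper's -2.39, here -1.07, with normexp -2.64), *Lamc1* (paper's -1.74, here 1.18, with normexp -1.50), *Rpsa* (paper's 1.86, here -1.37, with normexp 1.55) and *Trim28* (paper's -1.92, here -1.05, with normexp -1.61). With the mean over probes they met those for *D2hgdh* (paper's 4.22, here 1.28, then 1.79 as a bound), *Csf1* (paper's -2.31, here 1.00, then -1.77) and *Ncor1* (paper's 1.87, here -1.09, then 1.29, and 1.36 with the deposited values). The paper's 2.04 for *Ikbkap* (1.10 here) was met with the deposited values (1.63). Its 1.97 for *Lce1b* (1.27 here) was met with the median (1.49), with quantile normalization (1.34), with the deposited values (1.87) and, chosen after seeing the values, with spots carrying an outlier flag kept (1.36). Its 6.1 for *Mapkbp1* (at least 11.1-fold higher here) was not met, though the bound came within 1.5 times of it, still above it, with normexp (7.83) and, chosen after seeing the values, with the position trend removed (7.76). With spots carrying an outlier flag kept, chosen after seeing the values, the paper's -2.37 for *Fgf23* (-27.1 here, as a bound) was met (-2.48), and so was its 5.9 for *Dpf1* (1.13 here, then 4.47). The other alternatives run for these genes did not meet the paper's values.

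Genes whose probes carry an outlier flag, or of which the others are below background, have a value with such spots kept, a setting chosen after seeing the values, and with no filter *Esrp1* in MM vs CM was -1.57 and *Rxrg* in MF vs CF -1.47. Keeping the spots met the paper's folds for *Met* in MF vs CF (paper's 6.04, 8.98), *Ccdc78* (paper's 4.79, 6.79) and *Siah1b* (paper's 4.99, 4.92) in MM vs CM, *Krt16* in MM vs CM (paper's 1.71, 1.31) and MF vs CF (paper's 10.61, 12.9), and in MF vs CF *Rxrg* (paper's 17.46, 26.2), *Rbp3* (paper's 21.63, 26.6) and *Map9* (paper's 19.83, 20.8). Keeping them did not meet those for *Hhex* in MF vs CF (paper's -2.92, -1.60), *Esrp1* (paper's 7.47, 2.97), *Rbp3* (paper's 3.53, 1.96) and *Map9* (paper's 19.77, 4.15) in MM vs CM, nor for *Crabp2* in MF vs CF (paper's 15.05, 8.30) and MM vs CM (paper's 10 in Table S2 and 15.05 in Table 1, 1.44).

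Some genes that the paper lists and that did not pass 1.5-fold here passed it in the paper's direction under an alternative (log2 values). In MF vs CF these were *Map3k3* with the median (0.64), normexp (0.68), the deposited values (0.95) and, chosen after seeing the values, the GC trend removed (0.67), *Smad5* with normexp (-0.59), *Xpo6* with the median (0.61), the deposited values (0.91) and, chosen after seeing the values, the GC trend removed (0.61), *Krtap8-2* with the deposited values (0.75), and *Celf4* with the deposited values (0.77). In MM vs CM these were *Vegfa* with quantile normalization (-0.59), *Ppara*, which the text gives as higher in M of both sexes, with normexp (0.70) and the deposited values (0.65), *Actg1* with the median (0.60) and the deposited values (0.92), *Xpo6* with the median (0.75), normexp (0.87) and the deposited values (1.07), *Rxrg* with no filter (1.79), the median (0.79), quantile normalization (0.90), normexp (0.83), the deposited values (1.11) and, chosen after seeing the values, the GC trend removed (0.69) and the position trend removed (1.10), *D2hgdh* with the median (0.59), normexp (1.16) and the deposited values (0.92), and *Dpf1* with the deposited values (0.73) and, chosen after seeing the values, the position trend removed (0.62). With spots carrying an outlier flag kept, chosen after seeing the values, *Tmem198* (4.37), *Celf4* (5.85) and *Krtap8-2* (1.88) in MF vs CF, and *D2hgdh* (2.72) and *Krtap8-2* (2.76) in MM vs CM, passed too. *Tmem198* also passed with no filter (1.62) and the deposited values (0.80). The values here of *Rxrg* in MM vs CM (1.47-fold) and *Tmem198* in MF vs CF (1.32-fold) are lower bounds. These genes are therefore not known to lie within 1.5-fold.

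The paper places more DEGs in females than in males. The counts here, by the fold alone, are higher in males under 10 of 14 settings. By count, females had more with both arrays well above background and, chosen after seeing the values, with spots carrying an outlier flag kept, with probes rich in C and T left out and with the position trend removed. As a share of the genes compared, females had more in the setting reported too (40.9% against 40.8%). It describes most DEGs as higher in M in both sexes, and here 48.5% in females and 43.4% in males were higher, more than were lower with the deposited values (79.6% and 78.4%) and with centring on the median (57.1% and 61.0%), in males also with normexp (51.9%), and in females also with a 2-fold threshold (54.6%) and, chosen after seeing the values, with spots carrying an outlier flag kept (52.0%), with the GC trend removed (57.6%) and with the position trend removed (50.8%). It gives *Trim28* as lower in M males, and the difference here was within 1.5-fold. The exceptions were normexp (log2 -0.69) and the mean over probes (log2 -2.44, a bound that includes a dimmer probe on the opposite strand). It gives *Ncor1* as higher in M males, and the difference was within 1.5-fold under each alternative. It gives *Igf1* as higher in M females in its text and Table S2, but as lower in Table 1, by array and RT-PCR. Here 4 of the 5 probes were lower (the brightest at log2 -0.40, and 0.01 with the deposited values). It gives ribosomal genes as higher in M males, and 23 of 80 were, with 48 of 80 under centring on the median, 42 with normexp and 67 with the deposited values. Of the classes it gives as lower in M females, purine and pyrimidine metabolism had 25 of 49 genes higher (22 with quantile normalization, with normexp and, chosen after seeing the values, with the position trend removed), and the ribosomal proteins of the ribonucleoprotein complex 75 of 80 (34 with quantile normalization and 37 with normexp). It gives genes of the retinoic acid pathway as higher in M of both sexes, and 2 of 8 measured family members were higher in males, 5 with normexp and 7 with the deposited values. *Rbp3*, *Crabp2* and *Rxrg*, which the paper names, are not among the 8. Their probes with an outlier flag were 1.96-fold, 1.44-fold and 1.09-fold higher in MM than in CM.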

Other observations

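The tests of runs of C and T in the probe sequence and of neighbouring spots without an outlier flag were chosen only after the results were seen, as was the value that decides the test of a local defect.

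Genes over 5-fold higher on MF than on CF were examined for causes other than the liver. Of all non-control spots well above background on MF, 1152 were over 5-fold higher. Of these, 42.4% carried an outlier flag there (non-uniformity or population outlier), against 1.38% of the others, a value that would fit a local defect of the array. The non-uniformity flag followed the probe sequence, though. It was set on MF at 16.9% of spots of probes with 10 or more windows of C and T, against 1.48% with none. The 10 spots of *Met*, spread over the array, all carried it, which argues against a defect confined to a part of the array as the whole cause. Without an outlier flag, 16.6% of 664 spots over 5-fold higher had a neighbour of the same kind, against a median of 8.28% and at most 12.8% in 1000 random draws. The same share was 29.6% to 53.7% in 6 other pairs of arrays and 16.7% in MF vs MM. A local defect of MF and a trend with position, which the other pairs show as well, cannot be told apart for these spots. For the dimmer probes printed at 10 spots, spots in blocks rich in spots over 5-fold higher were compared with spots of the same probe elsewhere. The median difference MF minus CF was 0.30 (log2, 118 probes, 62.7% higher in the rich blocks). For CM minus CF, in blocks rich in spots over 5-fold higher on CM than on CF, it was 0.19 (177 probes, 59.9%). Over all 8 comparisons of arrays it was 0.10 to 0.30. These differences are small beside 5-fold, and position as a cause and the layout of the probes cannot be told apart here.

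Another cause was sought in the probe. For 201 genes with several probes, the probe over 5-fold higher had a median of 3.02, and the other probes of the same genes 0.35, with 43.3% of these genes over 1.5-fold higher by their other probes against 19.1% of all. Among the probes that were not used to find the sequence, 26.3% of 133 probes with 7 or more of 20 sequences of 5 bases, 7 of them of C and T alone, were over 5-fold higher on MF than on CF, against 1.21% of those with none. The share of such probes was also higher in CM vs CF (4.51% against 1.52%) and was not in MM vs CM (0% against 0.68%). With 4 to 6 of the sequences it was 5.72% in MF vs CF and 7.12% in CM vs CF. Probes with runs of G and A, which hold as many G and C bases (median 27 in both groups), were over 5-fold higher in 1.37% of 2837, against 4.36% of 3417 with runs of C and T, which argues against GC content. In CM vs CF the shares were 2.01% and 6.29%, so that the signal is not one of MF vs CF alone, and whether such probes are low on CF was not tested. A candidate explanation for part of these genes is a signal of the probe that follows C and T in its sequence. Genes without such runs stay open: for 141 of them the median of the other probes was 0.45, against 0.14 for 60 with runs. Skin in the RNA of MF stays open, since the abundant epidermal keratins went both ways in MF vs CF, *Krt10* by -0.38, *Krt14* by 1.33 and *Krt5* by at least 1.18, with *Krt1* below background on all 4 arrays. The level of *Krt14* on CM (-1.91) was close to that on MF (-1.76). Birth weight stays open as an untested biological explanation.

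A different share of blood cells was examined as a cause of the balance of higher and lower genes in MF vs CF. The list of erythroid genes lay at percentile 0.66, with a median of -0.18. Its 10 most abundant genes went both ways, with normalized log2 signals of 9.62 on MF and 10.3 on CF for the most abundant, *Hbb-b1*, and differences from 0.90 for *Car2* to -0.68 for *Hbb-b1* itself, 5 higher and 5 lower. Of the granulocyte and macrophage genes, 32 of 38 were higher in MF (percentile 100), and erythroid genes went both ways, so that a different share of some blood cells and other causes of this balance cannot be told apart with 1 array per group.

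For single arrays, the genes over 5-fold above each other array numbered 277 on MF (32.9% with runs of C and T), 102 on MM (9.80%), 144 on CF (5.56%) and 374 on CM (9.89%). Among the genes that passed 1.5-fold the same way in both sexes, 560 rose and 779 fell, measured on all arrays compared. The largest rises in M (log2, females and males) were *Dmbt1* (6.40 and 1.56), *Rhox7* (6.18 and 1.01, 5 windows of C and T, its other probe below background), *Akr1c19* (3.07 and 3.32), *Cyp2c50* (2.40 and 3.61) and *Cd209f* (2.10 and 3.78). The largest falls were *Myl2* (-10.39 and -2.62), A_55_P2093231 (-8.92 and -2.43), *Actc1* (-9.02 and -1.99), *Myl3* (-8.03 and -2.93) and *Myh7* (-7.84 and -1.99). *Myl2*, *Actc1*, *Myl3* and *Myh7* belong to the heart list. Heart tissue in the RNA of the CF array is a candidate explanation for their fall in MF vs CF.

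The lists of other tissues and states had these medians in MF vs CF and MM vs CM, with the percentile among random lists. Granulocytes and macrophages had 0.88 (100) and -0.04 (27.2), interferon response 0.50 (100) and -0.27 (0.35), immediate early and stress genes 0.86 (100) and -0.16 (6.16), exocrine pancreas 0.69 (99.88) and -0.75 (0.72), skin and hair keratins 0.36 (99.3) and -0.32 (8.70), and imprinted genes 0.13 (83.3) and -0.12 (19.1). Hepatocytes had -0.03 (0) and -0.34 (0.90), smooth and skeletal muscle -1.01 (0) and -0.54 (0.58), fasting and gluconeogenesis -0.29 (0.01) and 0.29 (99.8), and erythroid genes in MM vs CM -0.27 (0.38). Olfactory receptors had -0.20 (33.7) and -0.55 (0.67), keratin-associated proteins -0.24 (32.0) and -0.91 (0.12), Y chromosome genes 1.10 (99.3) and -0.53 (2.78), the intestine list 1.51 (100) and 0.39 (95.2), and the heart list -5.23 (0) and -0.45 (2.28). The 5 of 18 Y chromosome genes in these medians were well above background on the female arrays too. *Ddx3y*, *Eif2s3y* and *Uty*, below background on MF and CF, are not among them. The value of 1.10 between female arrays cannot be read as expression from the Y chromosome. The percentile does not move with the centring of the arrays, but the medians do. With the deposited values the sign of the median changed in MF vs CF for the erythroid, hepatocyte, fasting, olfactory receptor and keratin-associated lists, and in MM vs CM for the keratin, erythroid, granulocyte, hepatocyte, muscle, imprinted, interferon, immediate early, olfactory receptor, heart and Y chromosome lists. With centring on the median it changed for the hepatocyte list in MF vs CF (0.07) and for the granulocyte (0.20), imprinted (0.12) and immediate early (0.08) lists in MM vs CM, and with quantile normalization for the imprinted list in MF vs CF (-0.07) and, after normexp correction, for the hepatocyte list in MM vs CM (0.02). With genes well above background on at least 1 array, the median of the intestine list in MM vs CM was -0.53 (percentile 2.55) and those of Y chromosome genes -0.42 and 0.13, and with the mean over probes that of the hepatocyte list in MF vs CF was 0.11. Among the settings chosen after seeing the values, leaving out probes rich in C and T gave -0.09 for the keratins in MF vs CF, removing the GC trend gave 0.07 for granulocytes and 0.02 for immediate early genes in MM vs CM and 0.08 for hepatocytes in MF vs CF, and removing the position trend gave 0.11 for immediate early genes in MM vs CM and 0.00 for hepatocytes in MF vs CF. On the arrays, set against the mean of the other 3, the sex check genes had a median of 4.01 on MM, 3.16 on CM, -3.96 on MF and -3.22 on CF.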
